# Expression profiling of genes regulated by Fra-1/AP-1 transcription factor during bleomycin-induced pulmonary fibrosis

**DOI:** 10.1186/1471-2164-14-381

**Published:** 2013-06-07

**Authors:** Subbiah Rajasekaran, Narsa M Reddy, Wei Zhang, Sekhar P Reddy

## Abstract

**Background:**

The Fra-1/AP-1 transcription factor regulates the expression of genes controlling various processes including migration, invasion, and survival as well as extracellular remodeling. We recently demonstrated that loss of *Fra-1* leads to exacerbated bleomycin-induced pulmonary fibrosis, accompanied by enhanced expression of various inflammatory and fibrotic genes. To better understand the molecular mechanisms by which Fra-1 confers protection during bleomycin-induced lung injury, genome-wide mRNA expression profiling was performed.

**Results:**

We found that Fra-1 regulates gene expression programs that include: 1) several cytokines and chemokines involved in inflammation, 2) several genes involved in the extracellular remodeling and cell adhesion, and 3) several genes involved in programmed cell death.

**Conclusion:**

Loss of Fra-1 leads to the enhanced expression of genes regulating inflammation and immune responses and decreased the expression of genes involved in apoptosis, suggesting that this transcription factor distinctly modulates early pro-fibrotic cellular responses.

## Background

Pulmonary fibrosis is a chronic, progressive, and usually untreatable group of chronic disorders and appears to be regulated by complex cellular processes [1]. In animal models, a single intratracheal administration of bleomycin induces an inflammatory response that is characterized by leukocyte infiltration, apoptosis, fibroblast proliferation, matrix metalloproteinase (MMP)/tissue inhibitor of metalloproteinase (TIMP) imbalance, and an increase in interstitial collagen content [2,3] that can culminate in the development of pulmonary lesions similar to those observed in human interstitial pulmonary fibrosis (IPF) [4]. However, the exact mechanisms underlying pulmonary fibrosis remain unclear.

AP-1 is a dimeric transcription factor, mainly comprised of the Jun (c-Jun, Jun-B, Jun-D), Fos (c-Fos, Fos-B, Fra-1, Fra-2), and ATF (ATF1-4) families of b-ZIP transcription factors. AP-1 binds to the TPA response element (TRE, also known as the AP-1 site) and regulates target gene expression in response to various pro-oxidants and toxicants. These gene products mediate (mitigate or promote) oxidative stress and inflammatory responses, as well as cell growth and tumorigenesis [5]. The promoters of many inflammatory response genes, especially those encoding cytokines and chemokines, have functional AP-1 binding sites [6]. Fra-1 regulates gene expression involved in various processes such as cell growth and cell death and regulates the expression of genes controlling tissue/cell remodeling, such as MMP-1, MMP-2, and MMP-9, mainly at the transcriptional level [7-11]. We have recently shown that Fra-1-deficient (*Fra-1*^∆/∆^) mice are more susceptible than wild-type (*Fra-1*^*+/+*^) mice to bleomycin-induced fibrosis [12], suggesting that this transcription factor is involved in the regulation of complex genetic networks to maintain cellular homeostasis during bleomycin-induced lung inflammation, injury, and repair processes. Based on these results, we hypothesized that accelerated inflammation and fibrosis observed in *Fra-1*^∆/∆^ mice are caused by enhanced inflammatory and fibrotic gene expression. To test this hypothesis and to better understand the mechanisms by which the Fra-1 transcription factor confers pulmonary protection, we have performed microarray analysis to examine the changes in gene expression in the lungs of *Fra-1*^∆/∆^ mice after treatment with bleomycin. In the present study, we have evaluated changes in early inflammatory and pro-fibrotic gene expression after 5 days of bleomycin treatment. Our mRNA expression profiling demonstrated increased expression of genes involved in inflammation and immune responses and decreased levels of apoptotic genes in *Fra-1*^∆/∆^ mice, suggesting that the Fra-1 transcription factor dampens the development of late fibrotic injury by modulating the early pro-fibrotic responses.

## Results and discussion

### Genes that encode cytokines, chemokines, and their receptors

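Left lung RNA from 12 mice, 3 in each of 4 groups, was measured on Affymetrix MoGene 1.0ST arrays 5 days after PBS or 0.075 U of bleomycin in 30 µL. The groups are PBS-treated *Fra-1*+/+ (WTC), bleomycin-treated *Fra-1*+/+ (WTT), PBS-treated *Fra-1*∆/∆ (KOC) and bleomycin-treated *Fra-1*∆/∆ mice (KOT), and each mouse carries its group and animal number, such as WTC 76. Fosl1, the gene that encodes Fra-1, lay between 6.37 and 6.86 on the log2 scale in the 3 WTC mice and between 6.26 and 6.68 in the 3 KOC mice. After bleomycin it lay between 7.81 and 8.32 in WTT and between 7.28 and 7.33 in KOT. It rose with bleomycin by 1.44 (SE 0.15, adjusted p = 2.3e-04) in *Fra-1*+/+ and by 0.81 (SE 0.15, adjusted p = 0.00544) in *Fra-1*∆/∆ mice, as a log2 fold change with its standard error. The differences between genotypes, -0.16 (adjusted p = 0.792) with PBS and -0.80 (adjusted p = 0.16) with bleomycin, did not pass the test. With bleomycin, though, every KOT mouse lay below every WTT mouse, at an unadjusted p of 2.7e-04 and an adjusted p of 0.0038 by LPE, the test of the authors. The probe table does not say whether the probes of Fosl1 lie in the deleted part of the gene, so these values do not check the deletion. The authors normalized the signals by quantiles over all samples, summarized them by RMA with median polish and deposited log2 values, whose medians per array lay between 7.14 and 7.22. From these values 1 model with a mean per group was fitted by limma to the 23410 transcript clusters with a gene symbol, and a gene was taken as changed at a Benjamini-Hochberg adjusted p under 0.05 over these clusters. Lists of marker and pathway genes were tested against all other clusters with camera at a correlation of 0.01, beside an estimated correlation. Beside camera stands fry, which tests a list against no change. The lists, the rule for naming genes and the alternatives were fixed before the data were examined, but with the values in the paper's tables already seen. By that rule some genes, such as H2-Ea, Lum and Meig1, were named for their values on these arrays. The number of arrays limits the precision, and 3 mice against 3 cannot give a two-sided exact p below 0.1. In simulated data of this size 90.0% of 2-fold and 68.0% of 1.5-fold differences between KOC and WTC were recovered, with 11 false calls. The median SE over all clusters was 0.10 in this comparison. Genes such as Cxcl13 (SE 0.72), Il1a (0.61), Cxcl9 (0.60) and Reg3g (1.03) varied more, so these shares do not apply to them. All *Fra-1*∆/∆ mice but only WTC 76 among the *Fra-1*+/+ mice have low animal numbers, so a difference that goes with these numbers could not be separated from one of genotype. A term for them in the model in effect sets KOC against WTC 76 alone and says nothing about the bleomycin-treated mice. In the labels the mice are females of 2 months, while the methods give 10-14 weeks, and 12 of 12 arrays did not match the sex in their labels.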

The set of genes that was differentially expressed between PBS-treated *Fra-1*^*+/+*^ and *Fra-1*^∆/∆^ mice was studied in order to identify those genes for which a genotypic difference in expression exists. We found that the loss of Fra-1 led to an up-regulation of chemokine (C-X-C motif) ligand 13 (*Cxcl13,* 1.7-fold) and interleukin 1 alpha (*Il1a,* 1.7-fold) expression. Similarly, we found a down-regulation of chemokine (C-C motif) ligand 5 (*Ccl5,* -1.6-fold) and chemokine (C-X-C motif) ligand 9 (*Cxcl9,* -2.7-fold) in *Fra-1*^∆/∆^ mice when compared to *Fra-1*^*+/+*^ mice (Table 1). 

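Cxcl13, which attracts B cells, averaged 10.40 ± 1.01 (SD, n = 3 mice) in KOC and 9.92 ± 1.51 (SD, n = 3) in WTC on the log2 scale, and Il1a, an early inflammatory cytokine, 7.95 ± 0.65 and 7.26 ± 0.66. Their log2 fold changes were 0.48 (SE 0.72, adjusted p = 0.89) and 0.69 (SE 0.61, adjusted p = 0.775), and for both genes the mice of the 2 groups overlapped. Of 31 measured chemokines, 0 changed by limma, over all clusters or adjusted over the list alone, 0 had an unadjusted p under 0.05, and LPE called 2 higher and 1 lower at an adjusted p under 0.01. The list's median log2 fold change was 0.05 (adjusted p = 0.809 from camera). Cxcl13 reversed to -0.10 without KOC 67, to -0.01 without WTC 157 and to -1.26 against WTC 76 alone, and was 0.10 without WTC 158, 0.82 without KOC 55 and 1.35 without WTC 76. Il1a lay between 0.36 and 1.03 when 1 mouse was left out.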

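Ccl5, a chemokine for T cells, averaged 9.91 ± 0.04 (SD, n = 3 mice) in KOC and 10.34 ± 0.58 (SD, n = 3) in WTC, and the interferon-induced chemokine Cxcl9 7.58 ± 0.90 and 8.33 ± 1.35. The differences were -0.43 (SE 0.22, adjusted p = 0.552) and -0.75 (SE 0.60, adjusted p = 0.743). That of Ccl5 was -0.21 without WTC 158 and -0.76 without WTC 157, and that of Cxcl9 -0.15 without WTC 76, -0.47 without KOC 53, -1.27 without KOC 67 and -1.48 without WTC 157. Against WTC 76 alone they were -0.66 for Ccl5 and -1.97 for Cxcl9. The medians differed by -0.66 for Ccl5 (LPE adjusted p = 0.0128) and by -1.45 for Cxcl9 (LPE adjusted p = 3.5e-12). Of 22 inflammatory cytokines, 0 changed by limma, over all clusters or adjusted over the list alone, while 2 were lower at an unadjusted p under 0.05 and LPE called 1 higher. Over all clusters 3 genes were higher in KOC and 0 lower, namely H2-Ea, an MHC class II alpha chain, by 5.71 (SE 0.17, adjusted p = 1.2e-08), Abca17 by 1.41 (SE 0.13, adjusted p = 0.00239) and Tmem252 by 0.90 (SE 0.09, adjusted p = 0.00531). In each of the 3, every KOC mouse lay above every WTC mouse, which was so, in either direction, for 16.3% of clusters where chance gives 10%. An unadjusted p under 0.05 was reached by 2299 clusters, where 1170 are expected, and LPE called 81 higher and 337 lower. All 24 clusters of Table 1 had the listed direction and 1 passed the test, with 11 adjusted over the list alone and 20 by LPE, though a list chosen on these arrays is not independent evidence. Matrix genes were higher as a list, with a median of 0.18 (adjusted p = 1.3e-05 from camera, adjusted p = 0.959 with an estimated correlation), beside adipocyte markers at 0.32 (adjusted p = 0.0153 from camera, adjusted p = 0.959 with an estimated correlation) and alveolar type 2 markers at 0.13 (adjusted p = 0.0299 from camera, adjusted p = 0.959 with an estimated correlation). Genes of TGF-β response and myofibroblasts had a median of 0.10 (adjusted p = 0.0281 from camera, adjusted p = 0.959 with an estimated correlation), and the call was lost without KOC 55 (adjusted p = 0.182). Without WTC 158 or KOC 55 the adjusted p was 0.157 or 0.843 for adipocytes and 0.107 or 0.131 for alveolar type 2 cells. The count of 3 was 19 without KOC 67 (12 higher and 7 lower), 6 without WTC 158 (3 and 3), 5 without KOT 80 and 2 without WTC 157, where Tmem252 at 0.89 no longer passed, and the count of Table 1 was 3 without KOC 67 and 2 without KOT 80.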

Next, we compared the differentially up-regulated genes between bleomycin-treated *Fra-1*^∆/∆^ and *Fra-1*^*+/+*^ mice (Table 2). 

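H2-Ea averaged 11.69 ± 0.11 (SD, n = 3 mice) in KOT and 5.59 ± 0.34 (SD, n = 3) in WTT, a difference of 6.10 (SE 0.17, adjusted p = 5.6e-09). Lum, which encodes the matrix proteoglycan lumican, averaged 8.08 ± 0.17 in KOT and 7.14 ± 0.04 in WTT, a difference of 0.95 (SE 0.13, adjusted p = 0.0367). Collagens and matrix genes as a list were lower in KOT, with a median of -0.23 (adjusted p = 2.0e-05 from camera, adjusted p = 0.447 with an estimated correlation), and of these 30 genes 1 was higher and 0 lower by limma over all clusters, 1 and 5 adjusted over the list alone and 1 and 11 at an unadjusted p under 0.05. Meig1, a gene of spermatogenesis, was higher in KOT by 0.80 (SE 0.09, adjusted p = 0.0145) and Glcci1 by 0.53 (SE 0.07, adjusted p = 0.0329). With 6 clusters that carry several gene symbols, at 2.20 to 3.84, these were the 10 clusters that were higher in KOT by limma, and 0 were lower. The 6 clusters had the largest differences after H2-Ea. By the naming rule they are not named, so whether they belong to the immunoglobulin genes that the paper reports is left open here. At an unadjusted p under 0.05 there were 2480 clusters where 1170 are expected, and LPE called 130 higher and 35 lower. The mice of both groups did not overlap in 15.7% of clusters, against 10% by chance. Markers of other cell types were higher in KOT as lists, with a median of 0.21 for ciliated airway cells (adjusted p = 3.3e-06 from camera, adjusted p = 0.447 with an estimated correlation) and 0.39 for cardiac muscle (adjusted p = 6.4e-07 from camera, adjusted p = 0.447 with an estimated correlation). Circadian clock genes were also higher, at 0.33 (adjusted p = 7.6e-04 from camera, adjusted p = 0.447 with an estimated correlation), as were alveolar type 2 markers at 0.11 (adjusted p = 0.0102 from camera, adjusted p = 0.678 with an estimated correlation). Lower were platelet and megakaryocyte genes, at -0.32 (adjusted p = 0.00123 from camera, adjusted p = 0.447 with an estimated correlation), and immediate early genes at -0.19 (adjusted p = 0.023 from camera, adjusted p = 0.611 with an estimated correlation). The call of alveolar type 2 markers was lost without WTT 161 (adjusted p = 0.378), WTT 164 (0.0521) or KOT 80 (0.767, at a median of -0.02), and that of immediate early genes without WTT 164 (0.746) or KOT 80 (0.379). H2-Ea passed without any 1 array, whereas Lum and Glcci1 no longer passed without WTC 157, KOC 55 or any 1 of the WTT or KOT mice, at 0.87 to 1.04 and 0.49 to 0.56, nor did Meig1 without KOT 72 (0.81) or KOT 80 (0.74). Lum also no longer passed with trended and robust moderation (0.95), nor did Glcci1 with equal array medians (0.50). Without WTT 160, 3 clusters were higher and 4 lower, and with array weights 21 and 3. The count of 10 was 1 without KOT 72, 3 without WTT 161 (2 higher and 1 lower), 5 without WTC 157 or KOC 55, 6 without KOT 80 or KOT 81 and 16 without KOC 67.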

The genes that showed a -fold change of ≥1.7 were selected for analysis. Interestingly, our data suggested that the lack of Fra-1 leads to up-regulation of cytokines and chemokines in response to bleomycin, including interleukin-1 alpha (*Il1a,* 1.87-fold), interleukin-2 receptor alpha chain (*Il2ra*, 2.15-fold), interleukin 2 receptor, beta chain (*Il2rb,* 1.69-fold), interleukin 6 (*Il6,* 2.23-fold), chemokine (C-C motif) ligand 8 (*Ccl8,* 2.27-fold), and C-X-C motif chemokine 10 (*Cxcl10,* 2.54-fold), whereas *Fra-1*^*+/+*^ mice showed an up-regulation of interleukin 1 receptor, type II (*Il1r2,* 2.27-fold). These results suggest that Fra-1 signaling controls the expression of some of the genes that are involved in fibrosis. For instance, expression of interleukin 6, a cytokine that promotes greater inflammation and fibrosis [13], was significantly higher in bleomycin-treated *Fra-1*^∆/∆^ mice (2.23-fold) than in *Fra-1*^*+/+*^ mice (Table 2). Also, we noted that *Fra-1*^*+/+*^ mice showed an increased expression of *Il1r2* (*Il1r2,* 2.27-fold) in response to bleomycin as compared to *Fra-1*^∆/∆^ mice. 

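Il2ra, the alpha chain of the interleukin 2 receptor, averaged 9.04 ± 0.47 (SD, n = 3 mice) in KOT and 8.12 ± 0.09 (SD, n = 3) in WTT, and its beta chain Il2rb 8.74 ± 0.28 and 8.11 ± 0.21. The chemokine Ccl8 averaged 9.58 ± 0.39 and 8.49 ± 0.27, and for these 3 genes every KOT mouse lay above every WTT mouse. The differences were 0.92 (SE 0.30, adjusted p = 0.341) for Il2ra, 0.62 (SE 0.23, adjusted p = 0.395) for Il2rb and 1.09 (SE 0.54, adjusted p = 0.498) for Ccl8, while Il1a, at 0.60 (SE 0.61, adjusted p = 0.771), overlapped between groups. Of the 8 cytokine and chemokine clusters in Table 2, 0 passed the test by limma, over all clusters or adjusted over the list alone, 3 had an unadjusted p under 0.05 and LPE called 6 with the direction of their means, and also Il6, whose means and medians differ in direction. Il1a was 0.04 without WTT 160 and 1.43 without WTT 164. Among 18 measured chemokine receptors, 0 changed by limma, 2 were higher adjusted over the list alone, 3 were higher at an unadjusted p under 0.05 and 3 by LPE. The receptors' median was 0.24 (adjusted p = 0.00644 from camera, adjusted p = 0.447 with an estimated correlation), and camera's adjusted p was 0.11 without WTT 160 and 0.0616 without KOT 81. The medians of chemokines and of inflammatory cytokines were 0.20 (adjusted p = 0.107 from camera) and -0.06 (adjusted p = 0.91 from camera).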

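Il6 averaged 6.02 ± 1.17 (SD, n = 3 mice) in KOT and 6.40 ± 2.21 (SD, n = 3) in WTT, a difference of -0.38 (SE 0.86, adjusted p = 0.903). The 3 WTT mice lay at 5.23, 5.03 and 8.95 and the 3 KOT mice at 6.39, 4.71 and 6.96. The difference of the medians was 1.16, and the difference of the means was 0.89 without WTT 164 and 0.27 without KOT 80. Against PBS, Il6 differed by 2.39 (SE 0.86, adjusted p = 0.0707) in *Fra-1*+/+ and by 1.91 (SE 0.86, adjusted p = 0.166) in *Fra-1*∆/∆ mice, which did not pass the test. The first of these passed without WTT 160 (2.98) or WTT 161 (3.08) and was 1.12 without WTT 164, and the second without WTT 164 (1.91). The difference between the responses was -0.48 (SE 1.22, adjusted p = 0.997).

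**Figure D1:**
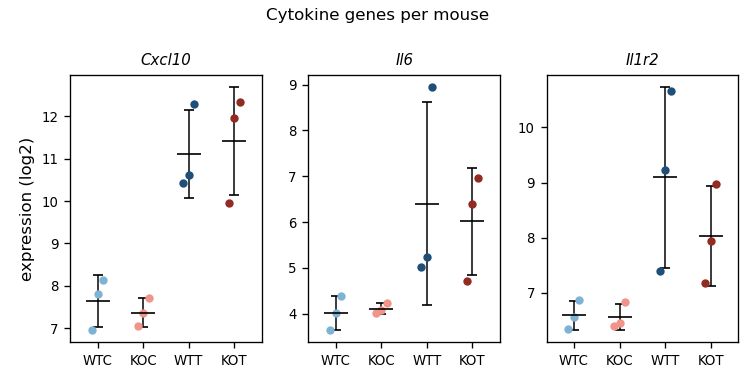
Log2 expression of Cxcl10, Il6 and Il1r2 in each mouse of the 4 groups (points), with the mean and SD of 3 mice (bars). For Il6, WTT 164 lies at 8.95 and the other WTT mice at 5.23 and 5.03.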

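Il1r2, a decoy receptor that binds interleukin 1, averaged 9.10 ± 1.64 (SD, n = 3 mice) in WTT and 8.03 ± 0.90 (SD, n = 3) in KOT. The difference between KOT and WTT was -1.07 (SE 0.65, adjusted p = 0.592). The WTT mice lay at 7.40, 9.22 and 10.67 and the KOT mice at 7.94, 7.17 and 8.97, so the groups overlapped. The difference was -1.92 without WTT 160 and -0.28 without WTT 164.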

Interleukin 1 (*Il1*), a principal pro-inflammatory cytokine that includes two ligands (*Il1α* and *Il1β*) and two cell surface receptors namely *Il1r1* and *Il1r2*. Several reports suggest that binding of *Il1* to *Il1r1* ultimately leads to the activation of several genes, including those encoding cyclooxygenase, nitricoxide synthase, cell adhesion molecules and cytokines and chemokines [14,15]. More importantly, in mouse models, exogenous administration of recombinant *Il1β* induced high degree of bleomycin-induced fibrosis, and specific blockade of *Il1r1* markedly reduced bleomycin-induced inflammation [16,17]. Due to the lack of a cytoplasmic-signaling domain for *Il1r2,* this receptor mainly acts as a decoy receptor to prevent *Il1-*mediated biological responses [18]. Many anti-inflammatory mediators enhance the expression and release of *Il1r2* to induce anti-Il1 pathway [19-21]. 

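Il1r2 rose with bleomycin by 2.51 (SE 0.65, adjusted p = 0.0179) in *Fra-1*+/+ mice. In *Fra-1*∆/∆ mice its log2 fold change was 1.46 (SE 0.65, adjusted p = 0.162), which did not pass the test. The difference between these responses, tested as an interaction of genotype and treatment, was -1.04 (SE 0.92, adjusted p = 0.988).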

The increased *Il1r2* expression in *Fra-1*^*+/+*^ but not in *Fra-1*^∆/∆^ mice suggests that Fra-1 controls bleomycin-induced inflammation by augmenting the expression of anti-inflammatory genes. In the bleomycin-induced fibrosis model, extensive neovascularization has often been observed to follow the airways and sites of injury [22]. Presence/absence of ERL motif in CXC chemokines dictates their angiogenic property [23]. The amount of Cxcl10 chemokine in the lungs has been directly correlated with the degree of fibrosis [24]. Administration of Cxcl10 to bleomycin-treated mice attenuates pulmonary fibrosis in part due to reduced angiogenesis [25]. However, we found that bleomycin-induced *Fra-1*^∆/∆^ mice showed a 2.54-fold increase in *Cxcl10* when compared to *Fra-1*^*+/+*^ mice (Table 2).

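Cxcl10, a chemokine for T cells that interferons induce, averaged 11.42 ± 1.28 (SD, n = 3 mice) in KOT and 11.11 ± 1.03 (SD, n = 3) in WTT, a difference of 0.30 (SE 0.61, adjusted p = 0.892). The KOT mice lay at 11.96, 9.95 and 12.33 and the WTT mice at 10.43, 10.61 and 12.30. Cxcl10 rose with bleomycin in both genotypes, by 3.48 (SE 0.61, adjusted p = 0.00251) in *Fra-1*+/+ and by 4.05 (SE 0.61, adjusted p = 0.00172) in *Fra-1*∆/∆ mice, and the responses differed by 0.57 (SE 0.86, adjusted p = 0.996). The difference between KOT and WTT was 1.03 without KOT 80 and reversed without KOT 81 (-0.16) or WTT 160 (-0.04). On the medians Cxcl10 differed by 1.35 between KOT and WTT (LPE adjusted p = 2.0e-10).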

**Table 1:** **Differentially expressed genes in lung tissues of *Fra-1***^∆/∆^**and *Fra-1***^***+/+ ***^**mice**

**Affymetrix ID**	**Symbol**	**Gene title**	**KOC vs. WTC (fold change)**
Cytokine and chemokines			
10487588	Il1a	Interleukin 1 alpha	1.7
10523359	Cxcl13	Chemokine (C-X-C motif) ligand 13	1.7
10389207	Ccl5	Chemokine (C-C motif) ligand 5	−1.6
10531407	Cxcl9	Chemokine (C-X-C motif) ligand 9	−2.7
Inflammation			
10545569	Reg3g	Regenerating islet-derived 3 gamma	7
10402390	Serpina1b	Serine preptidase inhibitor, clade A, member 1B	4.61
10535559	Baiap2l1	BAI1-associated protein 2-like 1	3.9
10349648	Ctse	Cathepsin E	3.61
10402409	Serpina1e	Serine peptidase inhibitor, clade A, member 1E	2.47
10563597	Saa3	Serum amyloid A 3	1.82
10362138	Vnn1	Vanin 1	1.72
10398117	Bdkrb2	Bradykinin receptor B2	1.69
10481627	Lcn2	Lipocalin 2	1.4
10372652	Lyz1	Lysozyme 1	1.31
10444824	H2-Q6	Histocompatibility 2, Q region locus 6	−1.66
10497356	Sirpb1a	Signal-regulatory protein beta 1A	−1.72
10574149	Nlrc5	NLR family, CARD domain containing 5	−1.78
10398069	Serpina3m	Serine peptidase inhibitor, clade A, member 3 M	−2.32
Cell adhesion molecule			
10395553	Nrcam	Neuron-glia-CAM-related cell adhesion molecule	1.95
10523717	Spp1	Secreted phosphoprotein 1	−1.81
Transcription			
10521537	Cytl1	Cytokine-like 1	2.02
10598409	Tcfe3	Transcription factor E3	1.78
10583312	Taf1d	TATA box binding protein (Tbp)-associated factor, RNA polymerase I, D	−1.63
10399725	Sox11	SRY-box containing gene 11	−1.96

**Table 2:** **Differentially expressed genes induced by bleomycin in lung tissues of *Fra-1***^***+/+ ***^**and *Fra-1***^∆/∆^**mice**

**Affymetrix ID**	**Symbol**	**Gene title**	**KOT vs. WTT (fold change)**
Cytokine, chemokines, and their receptors			
10531415	Cxcl10	C-X-C motif chemokine 10	2.54
10379535	Ccl8	Chemokine (C-C motif) ligand 8	2.27
10520452	Il6	Interleukin 6	2.23
10469278	Il2ra	Interleukin-2 receptor alpha chain	2.15
10487588	Il1a	Interleukin-1 alpha	1.87
10430344	Il2rb	Interleukin 2 receptor, beta chain	1.69
10523128	Ppbp	Chemokine (C-X-C motif) ligand 7	–2.17
10345752	Il1r2	Interleukin 1 receptor, type II	−2.27
Inflammation			
10531126	Igj	Immunoglobulin joining chain	17.25
10496555	Gbp1	Guanylate binding protein 1	7.88
10403069	Igh-6	Immunoglobulin heavy constant mu	7.43
10545569	Reg3g	Regenerating islet-derived 3 gamma	4.61
10502801	H28	Histocompatibility 28	3.3
10364542	CFD	Complement factor D	3.09
10563602	Saa4	Serum amyloid A 4	2.81
10576757	Fcer2a	Fc receptor, IgE, low affinity II, alpha polypeptide	2.41
10466172	Ms4a1	Membrane-spanning 4-domains, subfamily A, member 1	2.39
10562169	Hamp	Hepcidin antimicrobial peptide	2.38
10551025	Cd79a	CD79A antigen	2.11
10531987	Gbp4	Guanylate binding protein 4	2.11
10437224	Mx2	Myxovirus (influenza virus) resistance 2	2.1
10441233	Mx1	Interferon-induced GTP-binding protein Mx1	1.96
10500677	CD2	CD2 antigen	1.85
10450675	H2-T24	Histocompatibility 2, T region locus 24	1.81
10451287	Isg15	ISG15 ubiquitin-like modifier	1.81
10531994	Mpa2l	Guanylate binding protein 6	1.79
10398121	Bdkrb1	Bradykinin receptor, beta 1	1.76
10399710	Rsad2	Radical S-adenosyl methionine domain containing 2	1.75
10435982	Btla	B and T lymphocyte associated	1.74
10468898	Lax1	Lymphocyte transmembrane adaptor 1	1.71
10547894	CD4	CD4 antigen	1.7
10444821	H2-Q8	Histocompatibility 2, Q region locus 8	1.69
10444236	H2-DMb2	Histocompatibility 2, class II, locus Mb2	1.67
10372652	Lyz1	Lysozyme 1	1.66
10574098	Nlrc5	NOD-like receptor C5	1.66
10601385	Tlr13	Toll-like receptor 13	−1.66
10560242	C5ar1	Complement component 5a receptor 1	−1.72
10541614	Clec4d	C-type lectin domain family 4, member d	−1.78
10347335	Slc11a1	Solute carrier family 11, member 1	−1.85
10416837	Irg1	Immunoresponsive gene 1	−2.08
10493831	S100a8	S100 calcium binding protein A8	−2.63
10349648	Ctse	Cathepsin E	−2.77
Cell adhesion molecule			
10433172	Glycam1	Glycosylation dependent cell adhesion molecule 1	1.98
10500677	CD2	CD2 antigen	1.85
10450675	H2-T24	Histocompatibility 2, T region locus 24	1.81
10547894	CD4	CD4 antigen	1.7
10444821	H2-Q8	Histocompatibility 2, Q region locus 8	1.69
10444236	H2-DMb2	Histocompatibility 2, class II, locus Mb2	1.67
10562720	Siglece	Sialic acid binding Ig-like lectin E	−1.78
10557862	Itgam	Integrin alpha M	−2.04
Transcription			
10404389	Irf4	Interferon regulatory factor 4 (TF)	2.06
10585276	Pou2af1	POU class 2 associating factor 1	2.09
10562812	Spib	Spi-B transcription factor (Spi-1/PU.1 related) (TF)	1.83
10360406	Ifi205	interferon activated gene 205	1.65
10390691	Nr1d1	Nuclear receptor subfamily 1, group D, member 1 (TF)	1.7
10460585	Fosl1	Fos-like antigen 1	−1.85

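Bleomycin raised Saa3, an acute-phase protein, by 4.06 (SE 0.53, adjusted p = 6.1e-04) in *Fra-1*+/+ and by 3.35 (SE 0.53, adjusted p = 0.0022) in *Fra-1*∆/∆ mice. The monocyte chemokine Ccl2 rose by 4.03 (adjusted p = 6.0e-04) and 3.59 (adjusted p = 0.0015) and the metalloproteinase inhibitor Timp1 by 3.95 (adjusted p = 5.4e-05) and 3.62 (adjusted p = 1.1e-04). In *Fra-1*∆/∆ mice Tff2, a mucosal trefoil peptide, and S100g, a calcium-binding protein, had log2 fold changes of -2.41 (adjusted p = 0.0118) and -2.30 (adjusted p = 0.005), and Tff2 no longer passed without KOT 81 (-2.07). By limma 2386 clusters rose and 2641 fell in *Fra-1*+/+ mice, and 1736 rose and 1868 fell in *Fra-1*∆/∆ mice. Of these 1314 rose in both genotypes and 1457 fell in both, where 177 and 211 are expected of independent calls. Of the 1072 clusters that rose past the threshold in *Fra-1*+/+ mice alone, 1009 also had a positive log2 fold change in *Fra-1*∆/∆ mice, as had 391 of the 422 of *Fra-1*∆/∆ mice in *Fra-1*+/+ mice. Over the 5860 clusters that passed in either genotype, the log2 fold changes had a Pearson r of 0.88 and a Spearman rho of 0.89 across genes, which are not independent replicates and were chosen by these responses. Over all 23410 clusters r was 0.78, where simulated data without any effect gave -0.01. The difference between the responses passed the test for 0 clusters by limma, with a smallest adjusted p of 0.117, and 1193 clusters had an unadjusted p under 0.05 where 1170 are expected. In simulated data 68.0% of 2-fold and 26.0% of 1.5-fold differences in response were recovered. The median SE of the difference was 0.14 over all clusters, so these shares do not apply to genes that vary more. The count was 3304 in *Fra-1*+/+ mice without WTC 157, and in *Fra-1*∆/∆ mice 1854 without KOT 81, 1908 without KOT 72, 2073 without KOC 53 and 2169 without KOC 55. The count of differing responses was 3 without KOC 67 and 1 without WTC 76.

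**Figure D2:**
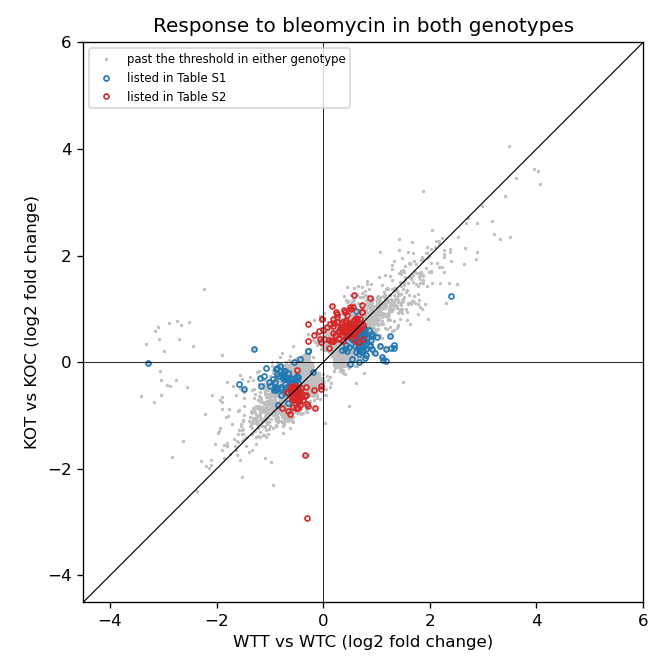
Log2 fold change with bleomycin in *Fra-1*+/+ mice (x axis, WTT vs WTC) against that in *Fra-1*∆/∆ mice (y axis, KOT vs KOC), with 3 mice per group. Grey points are clusters past the threshold in either genotype, blue points clusters of Table S1, red points clusters of Table S2, and the line marks equal responses; r is 0.88 across the 5860 clusters.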

We then analyzed genes that are uniquely expressed in either *Fra-1*^*+/+*^ (see Additional file 1: Table S1) or *Fra-1*^∆/∆^ mice (see Additional file 2: Table S2) after bleomycin treatment. 

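In *Fra-1*∆/∆ mice bleomycin raised the receptors Ccr9 by 1.07 (SE 0.24, adjusted p = 0.0124) and Ccr8 by 1.05 (SE 0.15, adjusted p = 0.00154), and the chemokines Cxcl11 by 1.00 (SE 0.25, adjusted p = 0.018) and Xcl1 by 0.94 (SE 0.18, adjusted p = 0.00503). Ccl19, at 0.72 (adjusted p = 0.322), did not pass the test, but passed with array weights (1.12). In *Fra-1*+/+ mice the log2 fold changes were 0.73 (adjusted p = 0.0523) for Ccr9, 0.17 (adjusted p = 0.484) for Ccr8, 0.52 (adjusted p = 0.163) for Cxcl11 and 0.41 (adjusted p = 0.126) for Xcl1. Of the differences between these responses, that of Ccr8 was 0.88 with an unadjusted p of 0.00178 and an adjusted p of 0.845 from limma. Il1rl2 and Csf2ra rose in *Fra-1*+/+ mice by 0.69 (SE 0.12, adjusted p = 0.00282) and 0.79 (SE 0.19, adjusted p = 0.0118), and in *Fra-1*∆/∆ mice by 0.58 (adjusted p = 0.0097) and 0.63 (adjusted p = 0.0419). The neutrophil chemokine Cxcl2 (2.40 (adjusted p = 0.0829)), its receptor Cxcr2 (1.33 (adjusted p = 0.14)) and Il1f9 (1.33 (adjusted p = 0.12)) did not pass in *Fra-1*+/+ mice, but did without WTT 160, at 3.39, 2.07 and 2.01, and without WTT 164 they were at 1.18, 0.68 and 0.60. Without KOC 53, KOT 72 or KOT 81, Cxcl11 (0.80 to 1.00) and Ccr9 (0.88 to 1.00) no longer passed, nor did Cxcl11 without KOC 55 (0.96) or Csf2ra without WTT 161 (0.65).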

The *Fra-1*^∆/∆^ mice showed an up-regulation of chemokine (C-C motif) ligand 19 (*Ccl19,* 2.07-fold), macrophage-derived chemokine (*Ccl22,* 2.42-fold), chemokine (C motif) ligand 1 (*Xcl1,* 2.15-fold), chemokine (C-X-C motif) ligand 11 (*Cxcl11,* 2.53-fold), chemokine (C-C motif) receptor 4 (*Ccr4,* 1.75-fold), chemokine (C-C motif) receptor 8 (*Ccr8,* 2.13-fold) and chemokine (C-C motif) receptor 9 (*Ccr9,* 2.63-fold) (see Additional file 2: Table S2), whereas *Fra-1*^*+/+*^ mice showed an up-regulation of chemokine (C-X-C motif) receptor 2 (*Cxcr2,* 2.83-fold), interleukin 1 family, member 9 (*Il1f9,* 2.43-fold), chemokine (C-X-C motif) ligand 2 (*Cxcl2,* 3.78-fold), colony stimulating factor 2 receptor, alpha, low-affinity (*Csf2ra,* 2.02-fold) and interleukin 1 receptor-like 2 (*Il1rl2,* 1.85-fold) (see Additional file 1: Table S1). Of particular interest is the *Ccl22* chemokine, which has been recognized as a Th2 chemokine, and its involvement in the pathophysiology of pulmonary fibrosis has been documented. Belperio et al. have demonstrated that *Ccl22* and its receptor, *Ccr4,* are overexpressed in a mouse model of belomycin-induced fibrosis [26]. *Ccl22* and *Ccr4* levels are also increased in patients with IPF, and their expression has been detected on epithelium and macrophages, respectively [27]. Neutralization of *Ccl22* and *Ccr4* has been shown to lead to a significant reduction in lung inflammation during bleomycin-induced fibrosis [26,28]. Interestingly, our results here showed that the expression of *Ccl22* and *Ccr4* was significantly increased (2.42- and 1.75-fold, respectively) in bleomycin-treated *Fra-1*^∆/∆^ mice when compared to *Fra-1*^*+/+*^ mice.

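Ccl22, a chemokine of macrophages, averaged 7.91 ± 0.17 (SD, n = 3 mice) in KOT and 7.45 ± 0.41 (SD, n = 3) in WTT, and its receptor Ccr4 7.72 ± 0.30 and 6.80 ± 0.17. The differences were 0.46 (SE 0.22, adjusted p = 0.484), with overlapping groups, and 0.92 (SE 0.33, adjusted p = 0.381), with every KOT mouse above every WTT mouse. The SE of Ccr4 includes the spread of the PBS groups, with SDs of 0.54 in KOC and 0.73 in WTC. Against PBS, Ccl22 rose in *Fra-1*∆/∆ mice by 1.26 (SE 0.22, adjusted p = 0.00334), and in *Fra-1*+/+ mice its log2 fold change was 0.58 (adjusted p = 0.0831), with a difference between responses of 0.68 (adjusted p = 0.963). Ccr4 had log2 fold changes of 0.51 (adjusted p = 0.358) in *Fra-1*∆/∆ and -0.18 (adjusted p = 0.752) in *Fra-1*+/+ mice. Without WTC 76, Ccl22 passed in *Fra-1*+/+ mice (0.79) and Ccr4 reversed there (0.21). Leaving out 1 mouse gave 0.34 to 0.82 for Ccr4 in *Fra-1*∆/∆ mice and 0.33 to 0.70 for Ccl22 between KOT and WTT.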

Next, we analyzed genes that are uniquely down-regulated in bleomycin-treated *Fra-1*^∆/∆^ mice (see Additional file 2: Table S2), which included chemokine (C-C motif) receptor-like 2 (*Ccrl2,* -1.75-fold), bone morphogenetic protein 2 (*Bmp2,* -1.78-fold), and bone morphogenetic protein 3 (*Bmp3,* -1.78-fold). Similarly, *Fra-1*^*+/+*^ also showed uniquely down-regulated genes, including chemokine (C-X-C motif) receptor 5 (*Cxcr5,* -2.38-fold), chemokine (C-C motif) ligand 21A (*Ccl21a,* -1.72-fold), chemokine (C-C motif) ligand 27a (*Ccl27a,* -1.75-fold) and ciliary neurotrophic factor receptor (*Cntfr, -*1.75-fold) (see Additional file 1: Table S1). 

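Bmp2 and Bmp3, signaling proteins of the TGF-β family, fell in *Fra-1*∆/∆ mice with bleomycin, with log2 fold changes of -0.83 (SE 0.11, adjusted p = 0.00118) and -0.91 (SE 0.19, adjusted p = 0.00911) for the clusters that carry these symbols in the probe table. The chemokine receptor Ccrl2, at -0.62 (SE 0.22, adjusted p = 0.0756), did not pass the test. In *Fra-1*+/+ mice Bmp3 fell as well, at -0.66 (SE 0.19, adjusted p = 0.0307), while Bmp2 had -0.29 (adjusted p = 0.0863) and Ccrl2 -0.33 (adjusted p = 0.324). The difference between the responses was -0.54 for Bmp2, with an unadjusted p of 0.00576 and an adjusted p of 0.845 from limma, and -0.25 (adjusted p = 0.992) for Bmp3. Bmp3 in *Fra-1*+/+ mice no longer passed without WTC 157 (-0.64), WTC 158 (-0.58) or WTT 164 (-0.51), and Bmp2 passed there without WTT 160 (-0.40). Bmp2 in *Fra-1*+/+ mice lay between -0.40 and -0.16 when 1 mouse was left out. Ccrl2 passed without WTT 160 or WTT 164 (-0.62).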

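Cntfr, a receptor for ciliary neurotrophic factor, fell in *Fra-1*+/+ mice, with a log2 fold change of -0.75 (SE 0.11, adjusted p = 0.00119). The clusters listed as Ccl21a and Ccl27a carry several gene symbols in the probe table, so these names are the paper's, and both fell, at -0.87 (SE 0.15, adjusted p = 0.0024) and -0.74 (SE 0.15, adjusted p = 0.00499). Cxcr5, the receptor for Cxcl13, had -1.18 (SE 0.40, adjusted p = 0.0565) and did not pass, but passed without WTC 157 (-1.58) or KOC 67 (-1.18). In *Fra-1*∆/∆ mice the log2 fold changes were -0.29 (adjusted p = 0.108), -0.22 (adjusted p = 0.383), -0.17 (adjusted p = 0.515) and -0.30 (adjusted p = 0.693) for Cntfr, Ccl21a, Ccl27a and Cxcr5. Of the differences between these responses, that of Ccl21a had the smallest unadjusted p, at 0.66 (unadjusted p = 0.0105, adjusted p = 0.91 from limma).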

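Of 31 measured chemokines, 13 rose and 3 fell (16 and 3 adjusted over the list alone) with bleomycin in *Fra-1*+/+ mice, and 14 rose and 3 fell (18 and 3 adjusted over the list alone) in *Fra-1*∆/∆ mice. Their median log2 fold changes were 0.68 (adjusted p = 1.0e-04 from camera, adjusted p = 0.329 with an estimated correlation) and 0.74 (adjusted p = 1.1e-06 from camera, adjusted p = 0.28 with an estimated correlation). Among 22 inflammatory cytokines, 6 rose and 1 fell (7 and 1 adjusted over the list alone) in *Fra-1*+/+ mice and 7 rose and 0 fell (8 and 0 adjusted over the list alone) in *Fra-1*∆/∆ mice. The cytokine medians were 0.26 (adjusted p = 0.00375 from camera, adjusted p = 0.329 with an estimated correlation) and 0.34 (adjusted p = 0.00268 from camera, adjusted p = 0.308 with an estimated correlation). For 18 chemokine receptors, 3 rose and 1 fell (4 and 2 adjusted over the list alone) in *Fra-1*+/+ mice and 6 rose and 1 fell (6 and 2 adjusted over the list alone) in *Fra-1*∆/∆ mice. The differences between the responses had medians of -0.04 for chemokines (adjusted p = 0.299 from camera), -0.05 for cytokines (adjusted p = 0.808 from camera) and 0.27 for receptors (adjusted p = 0.0677 from camera), where the test pointed up for the chemokines. By limma 0 of these genes differed in response over all clusters, with 1 receptor adjusted over the list alone and 2 receptors, but 0 chemokines and 0 cytokines, at an unadjusted p under 0.05.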

Taken together, the results of the present study have revealed that genetic disruption of Fra-1 differentially regulates a number of cytokines and chemokines in response to bleomycin, indicating a potential role for Fra-1 in cytokine and chemokine signaling during bleomycin-induced acute lung injury.

### Genes encoding proteins that are involved in the inflammatory response

*In Fra-1*^∆/∆^ mice treated with vehicle, we found up-regulation of some genes involved in the inflammatory response (Table 1) when compared to their *Fra-1*^*+/+*^ counterparts. These genes included regenerating islet-derived 3 gamma (*Reg3g,* 7.00-fold), cathepsin E (*ctse,* 3.61-fold), serine peptidase inhibitor, clade A, member 1B (*Serpina1b,* 4.61-fold) and serum amyloid A3 (*saa3,* 1.82-fold). On the other hand, the lack of Fra-1 led to the down-regulation of the expression of a few genes, including serine peptidase inhibitor, clade A, member 3 M (*Serpina3m, -*2.32-fold) and NLR family, CARD domain containing 5 (*Nlrc5, -*1.78-fold). 

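Reg3g, an antibacterial lectin, averaged 11.05 ± 1.74 (SD, n = 3 mice) in KOC and 9.75 ± 2.21 (SD, n = 3) in WTC, where WTC 76 lay at 12.30 and the other WTC mice at 8.33 and 8.63. Ctse averaged 9.21 ± 0.20 in KOC and 7.71 ± 0.95 in WTC, and the groups did not overlap. The differences were 1.30 (SE 1.03, adjusted p = 0.742) for Reg3g and 0.80 (SE 0.53, adjusted p = 0.673) for Saa3, and that of Ctse had an SE of 0.71 and an adjusted p of 0.524. Reg3g was 2.57 without WTC 76, 2.25 without KOC 53, 0.73 without WTC 158, 0.59 without WTC 157 and 0.54 without KOC 67, and Saa3 1.25 without WTC 76 and 0.40 without WTC 157. Against WTC 76 alone both reversed, to -1.25 and -0.09. On the medians Reg3g differed by 2.81 (LPE adjusted p = 2.9e-47) and Saa3 by 0.87 (LPE adjusted p = 4.4e-04). The cluster listed as Serpina1b has no symbol in the probe table, so the name is the paper's, and it averaged 7.98 ± 0.43 in KOC and 5.34 ± 0.43 in WTC. Its difference was 2.64 (SE 0.24, adjusted p = 0.00535), adjusted over every cluster of the array, and it passed the test, but no longer against WTC 76 alone (2.39). Its response to bleomycin had a difference between the genotypes of -2.62 (adjusted p = 0.127), which did not pass. Of 16 measured serpins and acute-phase proteins, 0 changed by limma, over all clusters or adjusted over the list alone, 0 had an unadjusted p under 0.05 and LPE called 3 higher, with a median of 0.15 (adjusted p = 0.4 from camera). This list leaves out the clusters that the paper lists as Serpina1b, Serpina1e and Serpina3m, so it does not stand for all serpins. The cluster listed as Serpina1e, which carries several symbols, differed by 1.35 (SE 0.29, adjusted p = 0.317), and its groups did not overlap.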

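Nlrc5, an activator of MHC class I genes, averaged 8.36 ± 0.58 (SD, n = 3 mice) in KOC and 8.92 ± 0.34 (SD, n = 3) in WTC. The cluster that the paper lists as Serpina3m, which has no symbol in the probe table, averaged 7.21 ± 0.14 and 8.27 ± 0.58, with every KOC mouse below every WTC mouse. Their differences were -0.55 (SE 0.33, adjusted p = 0.635) and -1.06 (SE 0.35, adjusted p = 0.461). Leaving out 1 mouse gave -0.89 to -0.35 for Nlrc5 and -1.38 to -0.83 for the cluster listed as Serpina3m. All 14 inflammation clusters of Table 1 had the listed direction, 1 passed the test by limma, 7 did adjusted over the list alone and LPE called 12, on a list that was chosen on these arrays and is not independent evidence.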

Matrix metalloproteases (MMPs) play key roles in tissue repair and remodelling; but recent studies indicate a prominent role for the lysosomal proteinases, such as cathepsins, in the extracellular remodelling [29,30]. BAL fluid and extracellular space contain secreted cathepsins and their activities are controlled by endogenous inhibitors of cathepsins [31,32]. Likewise, serine peptidases are implicated in various biological processes such as wound healing and they also contribute to the development of pulmonary fibrosis and acute lung injury [33,34]. Endogenous serine peptidase inhibitors regulate the activities of serine peptidases. Imbalance in the activities of proteinases/peptidases and endogenous proteinases/peptidases inhibitors may contribute to deregulated protein degradation and resulting in the initiation of lung injury [35]. Serum amyloid A is an acute phase protein, induced by several inflammatory mediators and its serum level is elevated in various conditions like COPD [36], bronchial carcinoma [37], and cardiovascular disease [38]. Thus, it is likely that Fra-1 distinctly regulates proteinases/peptidases and their inhibitor’s expression to maintain lung homeostasis.

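Of 14 measured cathepsins, 0 changed by limma between KOC and WTC, over all clusters or adjusted over the list alone, 1 was higher and 1 lower at an unadjusted p under 0.05, and LPE called 1 higher. The cathepsin median was 0.02 (adjusted p = 0.573 from camera). Among 16 matrix metalloproteinases and their inhibitors, 0 changed by limma, over all clusters or adjusted over the list alone, 1 was higher at an unadjusted p under 0.05 and 0 by LPE, with a median of 0.05 (adjusted p = 0.472 from camera). With bleomycin, 8 rose and 0 fell (9 and 1 adjusted over the list alone) of the cathepsins in *Fra-1*+/+ mice and 8 rose and 0 fell (8 and 2 adjusted over the list alone) in *Fra-1*∆/∆ mice, with a median difference between responses of -0.03 (adjusted p = 0.594 from camera).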

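Gbp4 and Gbp2b, guanylate-binding proteins that interferon gamma induces, averaged 10.12 ± 0.53 and 8.90 ± 0.95 (SD, n = 3 mice) in KOT and 9.17 ± 0.23 and 6.93 ± 1.48 (SD, n = 3) in WTT. Every KOT mouse lay above every WTT mouse for Gbp4, at 0.95 (SE 0.23, adjusted p = 0.245), while the groups overlapped for Gbp2b, at 1.98 (SE 0.75, adjusted p = 0.397). Of 34 inflammation clusters in Table 2, the paper lists 27 as higher and 7 as lower, and all 34 had that direction in the means. By limma 0 of them passed over all clusters and 8 did adjusted over the list alone, which is not independent evidence for a list chosen on these arrays, with 18 at an unadjusted p under 0.05 and 27 by LPE. Among 15 interferon-gamma-induced GTPases and their regulators, 0 changed by limma, over all clusters or adjusted over the list alone, 2 were higher at an unadjusted p under 0.05 and 1 by LPE, with a median of 0.30 (adjusted p = 7.6e-04 from camera, adjusted p = 0.568 with an estimated correlation). The median of 14 complement genes was 0.15 (adjusted p = 0.00585 from camera, adjusted p = 0.525 with an estimated correlation), with 0 past the test by limma, over all clusters or adjusted over the list alone, 4 higher at an unadjusted p under 0.05 and 0 by LPE. The list of GTPases lost its call without KOT 81 (adjusted p = 0.24), and that of complement without WTT 160 (0.114), KOT 72 (0.13) or KOT 81 (0.0898).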

When we compared the gene expression patterns of *Fra-1*^∆/∆^ mice and their *Fra-1*^*+/+*^ littermates following bleomycin treatment, it was evident that there were many more up-regulated genes than down-regulated genes involved in inflammation in the lungs of *Fra-1*^∆/∆^ mice when compared to their *Fra-1*^*+/+*^counterparts (Table 2). 

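Jchain, the joining chain of secreted IgM and IgA that the paper calls Igj, averaged 11.04 ± 0.32 (SD, n = 3 mice) in KOT and 7.09 ± 0.38 (SD, n = 3) in WTT. Ighm, the mu heavy chain that the paper calls Igh-6, averaged 7.86 ± 1.27 and 5.42 ± 0.05, and for both genes every KOT mouse lay above every WTT mouse. The differences were 3.95 (SE 0.66, adjusted p = 0.0918) and 2.44 (SE 0.80, adjusted p = 0.336). That of Jchain passed without WTC 76, WTC 158 or KOC 67, at 3.95 each, and with array weights (4.09). With bleomycin, Jchain fell in *Fra-1*+/+ mice, at -3.33 (SE 0.66, adjusted p = 0.00461), and had 0.34 (adjusted p = 0.789) in *Fra-1*∆/∆ mice. Its responses differed by 3.67 (SE 0.93, unadjusted p = 0.00203, adjusted p = 0.845). Of 13 plasma cell genes, which include both, 0 changed between KOT and WTT by limma, 5 were higher adjusted over the list alone, 6 at an unadjusted p under 0.05 and 6 by LPE. Their median was 0.53 (adjusted p = 5.2e-07 from camera, adjusted p = 0.447 with an estimated correlation).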

We identified differential expression of genes that belong to the immunoglobulin family, specifically immunoglobulin joining chain (*Igj,* 17.25-fold) and immunoglobulin heavy constant mu (*Igh-6*, 7.43-fold) in *Fra-1*^∆/∆^ mice treated with bleomycin (Table 2). It has previously been shown that immunoglobulin concentrations are increased in immune disorders, such as rheumatoid arthritis [39], inflammatory bowel disease [40], and some respiratory disorders including asthma [41], cystic fibrosis [42], and idiopathic pulmonary fibrosis [43]. The up-regulation of immunoglobulin genes was also accompanied by an up-regulation of several genes involved in antigen presentation and antigen binding. This was true for some of the major histocompatibility genes, including histocompatibility 28 (*H28,* 3.3-fold), histocompatibility 2, class II, locus Mb2 (*H2-DMb2,* 1.67-fold), histocompatibility 2, T region locus 24 (*H2-T24,* 1.81-fold), and histocompatibility 2, Q region locus 8 (*H2-Q8,* 1.69-fold) (Table 2). 

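The cluster listed as H2-DMb2 carries several symbols in the probe table, so the name is the paper's, and it averaged 10.25 ± 0.06 (SD, n = 3 mice) in KOT and 9.49 ± 0.28 (SD, n = 3) in WTT. Every KOT mouse lay above every WTT mouse, at 0.76 (SE 0.25, adjusted p = 0.344). The gene listed as H28 is Ifi44l in the probe table and averaged 9.37 ± 1.87 and 8.03 ± 1.65, at 1.33 (SE 0.88, adjusted p = 0.62). Ifi44l was 0.41 without WTT 160, 0.71 without KOT 81, 0.88 without KOT 72, 2.00 without WTT 164 and 2.41 without KOT 80. The differences of H2-T24 and of H2-Q8, which is H2-Q5 in the probe table, were 0.61 (SE 0.22, adjusted p = 0.381) and 0.47 (SE 0.18, adjusted p = 0.408), and these 3 genes overlapped between groups. Of 8 MHC class II genes, 0 changed by limma, 3 were higher adjusted over the list alone, 4 at an unadjusted p under 0.05 and 0 by LPE, with a median of 0.34 (adjusted p = 2.3e-05 from camera, adjusted p = 0.447 with an estimated correlation). Of 13 MHC class I genes, 0 changed by limma, over all clusters or adjusted over the list alone, 2 were higher at an unadjusted p under 0.05 and 1 by LPE, with a median of 0.13 (adjusted p = 0.00582 from camera, adjusted p = 0.568 with an estimated correlation). The call of the class I list was lost without WTT 161 (adjusted p = 0.0636), KOT 72 (0.0788) or KOT 81 (0.233).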

Complement components such as complement factor D (*CFD,* 3.09-fold), and antigens such as CD79A antigen (*Cd79a,* 2.11-fold), CD2 antigen (*CD2,* 1.85-fold), and CD4 antigen (*CD4,* 1.70-fold) were differentially up-regulated in *Fra-1*^∆/∆^ mice (Table 2). 

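Cd79a, a part of the B cell receptor, averaged 9.98 ± 0.50 (SD, n = 3 mice) in KOT and 8.64 ± 0.42 (SD, n = 3) in WTT, at 1.34 (SE 0.43, adjusted p = 0.332). The T cell genes Cd2 and Cd4 averaged 8.15 ± 0.18 and 8.17 ± 0.12 in KOT and 7.51 ± 0.35 and 7.46 ± 0.26 in WTT, at 0.65 (SE 0.21, adjusted p = 0.344) and 0.71 (SE 0.32, adjusted p = 0.472). The cluster the paper lists as CFD has no symbol in the probe table and averaged 9.09 ± 0.33 and 7.76 ± 0.62, at 1.33 (SE 0.40, adjusted p = 0.376) over every cluster. For these 4 genes every KOT mouse lay above every WTT mouse. Of 20 B cell genes, 0 changed by limma, over all clusters or adjusted over the list alone, 8 were higher at an unadjusted p under 0.05 and 8 by LPE, with a median of 0.79 (adjusted p = 1.5e-09 from camera, adjusted p = 0.447 with an estimated correlation), or 0.50 without KOT 72. Of 23 T cell genes, 0 changed by limma, 6 were higher adjusted over the list alone, 10 at an unadjusted p under 0.05 and 2 by LPE, with a median of 0.55 (adjusted p = 4.4e-11 from camera, adjusted p = 0.447 with an estimated correlation). Genes of NK and cytotoxic cells had a median of 0.27 (adjusted p = 7.6e-04 from camera, adjusted p = 0.52 with an estimated correlation), and adjusted p = 0.0521 from camera without WTT 164.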

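Reg3g averaged 11.44 ± 0.52 (SD, n = 3 mice) in KOT and 9.79 ± 0.99 (SD, n = 3) in WTT, at 1.65 (SE 1.03, adjusted p = 0.601), with overlapping groups. Saa4, an amyloid protein of high-density lipoprotein, averaged 7.28 ± 0.69 and 5.97 ± 0.36, at 1.32 (SE 0.28, adjusted p = 0.184), with every KOT mouse above every WTT mouse, and passed the test without KOT 80 (1.71). Of 16 genes of secretory airway cells, 0 changed by limma, 5 were higher adjusted over the list alone, 8 at an unadjusted p under 0.05, and LPE called 7 higher and 1 lower. Their median was 0.74 (adjusted p = 3.1e-08 from camera, adjusted p = 0.447 with an estimated correlation). Serpins and acute-phase proteins had a median of 0.16 (adjusted p = 0.023 from camera, adjusted p = 0.447 with an estimated correlation), with 0 past the test by limma, 1 adjusted over the list alone, 3 at an unadjusted p under 0.05 and 2 by LPE, all higher. Their call was lost without WTT 160 (adjusted p = 0.327), KOT 72 (0.0587) or KOT 81 (0.176).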

The expression of other inflammatory genes, including regenerating islet-derived 3 gamma (*Reg3g,* 4.61-fold) and serum amyloid A 4 (*Saa4,* 2.81-fold), was also differentially up-regulated in *Fra-1*^∆/∆^ mice treated with bleomycin (Table 2). The *Reg3g* and Saa4 genes have now been consistently associated with pulmonary fibrosis and chronic inflammation [36,44]. On the other hand, we also noticed down-regulation of some genes in *Fra-1*^∆/∆^ mice, such as solute carrier family 11, member 1 (*Slc11a1, -*1.85-fold), S100 calcium binding protein A8 (*S100a8, -*2.63-fold), and cathepsin E (*Ctse, -*2.77-fold) (Table 2), when compared to *Fra-1*^*+/+*^ mice. 

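S100a8, a calcium-binding protein of neutrophils, averaged 9.25 ± 0.91 (SD, n = 3 mice) in KOT and 10.65 ± 1.55 (SD, n = 3) in WTT, at -1.39 (SE 0.62, adjusted p = 0.459), or -2.21 without WTT 160 and -0.66 without WTT 164. The cluster the paper lists as Slc11a1, without a symbol in the probe table, averaged 9.35 ± 0.61 and 9.97 ± 0.64, at -0.62 (SE 0.33, adjusted p = 0.577) over every cluster. Ctse averaged 8.53 ± 1.31 and 8.93 ± 1.30, at -0.40 (SE 0.71, adjusted p = 0.881), and reversed without WTT 164 (0.14) or KOT 80 (0.01). On the medians Ctse differed by -1.46 (LPE adjusted p = 1.7e-10). The cluster listed as Slc11a1 lay between -0.99 and -0.30 when 1 mouse was left out. For these 3 genes the groups overlapped. Of 22 neutrophil genes, 0 changed by limma, 1 was lower adjusted over the list alone, 3 at an unadjusted p under 0.05 and 10 by LPE, with a median of -0.77 (adjusted p = 1.7e-04 from camera, adjusted p = 0.568 with an estimated correlation). The list's call was lost without WTT 164 (adjusted p = 0.373) or KOT 80 (0.202). Monocyte and macrophage genes had a median of -0.19 (adjusted p = 0.272 from camera).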

Again, we analyzed genes that are uniquely expressed in either *Fra-1*^∆/∆^ (see Additional file 2: Table S2) or *Fra-1*^*+/+*^ (see Additional file 1: Table S1) mice in response to bleomycin. 

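In *Fra-1*∆/∆ mice bleomycin raised C4b, a complement protein, by 0.73 (SE 0.14, adjusted p = 0.00551) and H2-Q4, which the paper calls H2-gs10, by 0.82 (SE 0.16, adjusted p = 0.00555). The cluster listed as H2-Q6 carries several symbols, so the name is the paper's, and it rose by 0.82 (SE 0.21, adjusted p = 0.0221). In *Fra-1*+/+ mice C4b rose as well, by 0.49 (SE 0.14, adjusted p = 0.028), while H2-Q4 had 0.18 (adjusted p = 0.463) and the cluster listed as H2-Q6 -0.02 (adjusted p = 0.96). The differences between the responses were 0.24 (adjusted p = 0.984), 0.63 (adjusted p = 0.915) and 0.84 (adjusted p = 0.933) in this order of genes. Of 13 MHC class I genes, 6 rose in *Fra-1*∆/∆ mice (9 adjusted over the list alone), with a median of 0.34 (adjusted p = 1.2e-04 from camera, adjusted p = 0.345 with an estimated correlation), and 2 in *Fra-1*+/+ mice (0 adjusted over the list alone), with a median of 0.24 (adjusted p = 0.0283 from camera, adjusted p = 0.531 with an estimated correlation). The call of this list in *Fra-1*+/+ mice was lost without WTC 157 (adjusted p = 0.0978), WTT 160 (0.0717) or WTT 164 (0.073). The cluster listed as H2-Q6 no longer passed without KOC 53 (0.71), KOC 55 (0.73), KOT 72 (0.69) or KOT 81 (0.69).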

The results showed that major histocompatibility molecules such as histocompatibility 2, Q region locus 6 (*H2-Q6,* 2.35-fold), MHC class I like protein GS10 (*H2-gs10,* 2.12-fold), and complement components such as complement component 4B (*C4b,* 1.78-fold) were uniquely up-regulated in *Fra-1*^∆/∆^ mice treated with bleomycin (see Additional file 2: Table S2). In contrast, we found down-regulation of immunoglobulin heavy constant mu (*Igh-6,* -8.33-fold), histocompatibility 2, O region beta locus (*H2-Ob,* -3.12-fold), Cd226 antigen (*Cd226,* -1.75-fold), and complement receptor 2 (*Cr2,* -2.22-fold) in *Fra-1*^*+/+*^ mice after bleomycin treatment. 

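In *Fra-1*+/+ mice Ighm fell with bleomycin, at -3.28 (SE 0.80, adjusted p = 0.0131), as did H2-Ob, an MHC class II subunit of B cells, at -1.48 (SE 0.35, adjusted p = 0.0118). Cd226, a receptor of T and NK cells, fell at -0.66 (SE 0.19, adjusted p = 0.0255), and the complement receptor Cr2, at -1.11 (SE 0.60, adjusted p = 0.226), did not pass the test. The log2 fold changes in *Fra-1*∆/∆ mice were -0.01 (adjusted p = 0.997), -0.51 (adjusted p = 0.378), -0.29 (adjusted p = 0.342) and -0.25 (adjusted p = 0.834). Responses differed by 3.27 for Ighm (unadjusted p = 0.0135, adjusted p = 0.914) and by 0.97 (adjusted p = 0.963) for H2-Ob. Of 20 B cell genes, 6 fell in *Fra-1*+/+ mice (12 adjusted over the list alone), with a median of -0.90 (adjusted p = 1.6e-04 from camera, adjusted p = 0.481 with an estimated correlation), and 1 in *Fra-1*∆/∆ mice (0 adjusted over the list alone), with -0.25 (adjusted p = 0.421 from camera). Among the PBS mice WTC 76 and KOC 67 stood apart on lymphoid genes, with Cr2 at 8.46 and 8.34 against 6.44 to 7.00 in the other 4, Cxcr5 at 7.89 and 7.92 against 6.39 to 7.29 and Ccl19 at 10.32 and 9.51 against 8.40 to 8.69. The B cell median in *Fra-1*+/+ mice was -0.60 without WTC 76 and -1.23 without WTC 157. In *Fra-1*∆/∆ mice it was 0.11 without KOC 67, -0.57 without KOC 53 and -0.51 without KOT 72. Cd226 in *Fra-1*+/+ mice no longer passed without WTC 76 (-0.55), WTC 158 (-0.68), WTT 161 (-0.57) or WTT 164 (-0.49). Cr2 lay there between -1.54 and -0.53 when 1 mouse was left out.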

Our previous study demonstrated that *Fra-1*^∆/∆^ mice showed increased levels of inflammation after bleomycin treatment [12]. Thus, our present data suggest that deregulation of the expression of immune response genes in *Fra-1*^∆/∆^ mice is the likely cause of the increased lung inflammation in *Fra-1*^∆/∆^ mice.

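By camera the response to bleomycin was higher in *Fra-1*∆/∆ than in *Fra-1*+/+ mice for B cell, plasma cell and T cell genes as lists. The median differences were 0.86, 0.44 and 0.38 (adjusted p = 3.7e-06, 3.6e-04 and 8.8e-07 from camera), and none of the calls held with an estimated correlation (adjusted p = 0.605). The response was also higher for MHC class II genes, MHC class I genes and interferon-gamma-induced GTPases, at 0.39, 0.17 and 0.34 (adjusted p = 3.3e-05, 0.0213 and 0.00135 from camera, and 0.605, 0.675 and 0.605 with an estimated correlation). For neutrophil genes it was lower, at -0.80 (adjusted p = 1.1e-04 from camera, adjusted p = 0.605 with an estimated correlation). So none of the 7 calls held with an estimated correlation. By fry, which tests a list against no change, 0 of the 7 lists passed. Without WTC 76 the median difference was 0.47 for B cell, 0.12 for plasma cell and 0.15 for T cell genes. That of B cell genes was 0.52 without KOC 53 and 0.56 without KOT 72, and that of T cell genes 0.70 without WTC 157. By limma 0 genes of the 7 lists differed in response over all clusters, while 2 plasma cell genes were higher and 1 neutrophil gene lower adjusted over the list alone. At an unadjusted p under 0.05 there were 4 T cell, 4 MHC class II, 3 plasma cell, 2 GTPase, 1 B cell and 1 MHC class I genes higher and 1 neutrophil gene lower. The call of the MHC class I list was lost without WTC 76 (adjusted p = 0.081), WTC 158 (0.124), WTT 161 (0.132), KOC 53 (0.108), KOT 72 (0.154) or KOT 81 (0.308), that of the GTPases without KOT 81 (0.178), and that of neutrophils without WTT 164 (0.174) or KOT 80 (0.0702). From the immune response genes that it lists as deregulated in *Fra-1*∆/∆ mice, the paper proposes that their deregulation is the likely cause of the stronger lung inflammation in these mice.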

### Genes that encode extracellular matrix and cell adhesion molecules

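In *Fra-1*+/+ mice bleomycin raised Col6a3 by 1.07 (SE 0.12, adjusted p = 3.6e-04), Col4a1 by 0.90 (SE 0.10, adjusted p = 2.2e-04) and Col6a2 by 0.89 (SE 0.08, adjusted p = 1.2e-04), all chains of structural collagens. Adamts1, a protease of matrix proteoglycans, rose by 0.97 (SE 0.15, adjusted p = 0.00127), and the cluster that the paper lists as Adamts2, without a symbol in the probe table, by 1.00 (SE 0.15, adjusted p = 0.00284). In *Fra-1*∆/∆ mice Col4a1 and Col6a2 rose by 0.49 (adjusted p = 0.00555) and 0.42 (adjusted p = 0.0065), while Col6a3 had 0.31 (adjusted p = 0.115) and Adamts1 0.18 (adjusted p = 0.468). The differences between the responses were -0.76 for Col6a3 (unadjusted p = 0.00105, adjusted p = 0.845) and -0.79 for Adamts1 (unadjusted p = 0.00288, adjusted p = 0.845). All 17 matrix clusters of Table S1 rose in *Fra-1*+/+ mice, and in *Fra-1*∆/∆ mice all 17 had the same direction and 10 passed, on a list chosen on these arrays that is not independent evidence. Of 30 genes of collagens and matrix, 25 rose and 1 fell (25 and 2 adjusted over the list alone) in *Fra-1*+/+ mice, with a median of 0.76 (adjusted p = 1.1e-14 from camera, adjusted p = 0.21 with an estimated correlation). In *Fra-1*∆/∆ mice 18 rose and 1 fell (20 and 2 adjusted over the list alone), with a median of 0.41 (adjusted p = 8.8e-09 from camera, adjusted p = 0.279 with an estimated correlation). The responses of the list differed by a median of -0.34 (adjusted p = 5.6e-13 from camera, adjusted p = 0.564 with an estimated correlation), with 0 genes past the test by limma, 10 lower adjusted over the list alone and 1 higher and 12 lower at an unadjusted p under 0.05.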

The unique gene expression pattern in *Fra-1*^*+/+*^ mice (see Additional file 1: Table S1) treated with bleomycin suggested an increase in the expression of genes that encode extracellular matrix, such as collagen, type IV, alpha 1 (*Col4a1,* 1.96-fold), collagen, type IV, alpha 2 (*Col4a2,* 1.76-fold), collagen, type VI, alpha 1 (*Col6a1,* 1.70-fold), collagen, type VI, alpha 2 (*Col6a2,* 1.85-fold), collagen, type VI, alpha 3 (*Col6a3,* 1.98-fold), collagen, type XV, alpha 1 (*Col15a1,* 1.79-fold), a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 1 (*Adamts1,* 1.94-fold), and a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 2 (*Adamts2,* 2.07-fold). In contrast, *Fra-1*^∆/∆^ mice showed increased expression levels of laminin, alpha 1 (*Lama1,* 1.75-fold).

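Lama1, a laminin chain of basement membranes, rose with bleomycin in *Fra-1*∆/∆ mice by 0.69 (SE 0.13, adjusted p = 0.00511) and in *Fra-1*+/+ mice by 0.74 (SE 0.13, adjusted p = 0.00268). The difference between these responses was -0.04 (SE 0.19, adjusted p = 0.997). The 7 matrix clusters of Table S2 all had the listed direction, and 5 passed the test in *Fra-1*∆/∆ mice and 6 in *Fra-1*+/+ mice, on a list chosen on these arrays that is not independent evidence.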

Among the various collagens, types I and III collagens are the most widely distributed in both airways and parenchymal structures [45]. To maintain normal structural properties of lung, the controlled distribution of these proteins is vital and their inappropriate accumulation in fibrotic lungs has been reported [46,47]. In contrast, the physiologic functions and abnormal deposition patterns of other collagens in the lung fibrosis are poorly understood. Our recent study showed an increased expression of the TGF-β1 and type-1-collagen genes in response to bleomycin at the end of 14 and 31 days of bleomycin treatment and demonstrated the presence of increased fibrosis in *Fra-1*^∆/∆^ mice [12]. However, we did not observe any differences in the expression levels of type I collagen or type III collagen, nor did we observe altered TGF-β1 gene expression in either genotype at the end of 5 days bleomycin treatment. It has been reported that excessive synthesis and deposition of ECM proteins is a general tissue response to an unresolved chronic inflammation [48]. Hence, we speculate that the persistence of increased inflammation in *Fra-1*^∆/∆^ mice is driven by the loss of Fra-1, while higher levels of fibrotic gene expression in the fibrotic stage (14 days) may contribute to the excessive deposition of ECM and disease severity seen in *Fra-1*^∆/∆^ mice. This point needs to be addressed in order to better understand the mechanisms underlying the increased fibrosis in *Fra-1*^∆/∆^ mice.

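Col1a1 averaged 11.52 ± 0.19 (SD, n = 3 mice) in KOT and 11.91 ± 0.29 (SD, n = 3) in WTT, at -0.38 (SE 0.16, adjusted p = 0.437), and Col3a1 10.63 ± 0.19 and 10.83 ± 0.16, at -0.20 (SE 0.15, adjusted p = 0.685). Col1a2 differed by -0.26 (adjusted p = 0.568) and Tgfb1 by -0.10 (adjusted p = 0.746), and 0 of these 4 genes passed the test between KOT and WTT by limma or by LPE, with 1 at an unadjusted p under 0.05. Leaving out 1 mouse gave -0.49 to -0.22 for Col1a1, -0.38 to -0.15 for Col1a2, -0.27 to -0.09 for Col3a1 and -0.15 to -0.03 for Tgfb1. The medians differed by -0.18, -0.24, -0.08 and -0.03 in this order. Against PBS, Col1a1 rose in *Fra-1*+/+ mice by 1.45 (SE 0.16, adjusted p = 3.0e-04), Col1a2 by 1.25 (SE 0.15, adjusted p = 4.1e-04), Col3a1 by 1.48 (SE 0.15, adjusted p = 2.0e-04) and Tgfb1 by 0.45 (SE 0.09, adjusted p = 0.00616). In *Fra-1*∆/∆ mice they rose by 0.99 (adjusted p = 0.00263), 0.80 (adjusted p = 0.00478), 0.92 (adjusted p = 0.00281) and 0.32 (adjusted p = 0.0375). Tgfb1 no longer passed there without KOC 53 (0.34), KOC 55 (0.32), KOC 67 (0.30), KOT 72 (0.27) or KOT 81 (0.30). The differences between responses lay between -0.56 for Col3a1 and -0.12 for Tgfb1, with adjusted p from 0.963 to 0.991. Of 18 genes of TGF-β response and myofibroblasts, 10 rose and 0 fell (11 and 0 adjusted over the list alone) in *Fra-1*+/+ mice, with a median of 0.36 (adjusted p = 2.2e-04 from camera, adjusted p = 0.242 with an estimated correlation). In *Fra-1*∆/∆ mice 6 rose and 1 fell (7 and 2 adjusted over the list alone), with a median of 0.23 (adjusted p = 0.0415 from camera, adjusted p = 0.385 with an estimated correlation), and the call was lost without WTT 161 (adjusted p = 0.0563), KOC 67 (0.156), KOT 72 (0.0788) or KOT 80 (0.0603).

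**Figure D3:**
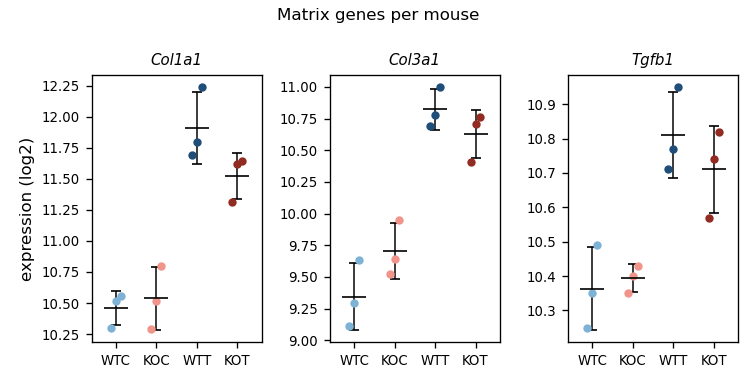
Log2 expression of Col1a1, Col3a1 and Tgfb1 in each mouse of the 4 groups (points), with the mean and SD of 3 mice (bars). Mean Col1a1 is 11.91 in WTT and 11.52 in KOT.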

We found that a few genes known to be involved in general cell adhesion are affected by bleomycin treatment in *Fra-1*^∆/∆^ mice (Table 2). Glycosylation-dependent cell adhesion molecule 1 (*Glycam1,* 1.98-fold), cd2 antigen (*Cd2,* 1.85-fold), sialic acid binding Ig-like lectin E (*Siglece, -*1.78-fold), and integrin alpha M (*Itgam,* -2.04-fold) were differentially expressed in *Fra-1*^∆/∆^ mice treated with bleomycin when compared to *Fra-1*^*+/+*^ mice. 

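Glycam1, a mucin of high endothelial venules, averaged 7.81 ± 1.34 (SD, n = 3 mice) in KOT and 6.23 ± 0.26 (SD, n = 3) in WTT, at 1.57 (SE 1.26, adjusted p = 0.694). Every KOT mouse lay above every WTT mouse, and with PBS WTC 76 lay at 10.80 and KOC 67 at 10.29. The SE is pooled over all groups and so includes the spread of the PBS mice. The myeloid receptor Siglece averaged 8.09 ± 0.30 and 8.92 ± 1.14, at -0.84 (SE 0.46, adjusted p = 0.547), and Itgam, an integrin of neutrophils and macrophages, 9.36 ± 0.55 and 10.04 ± 0.66, at -0.68 (SE 0.31, adjusted p = 0.461), both with overlapping groups, and Siglece was -1.42 without WTT 160 and -0.29 without WTT 164. Leaving out 1 mouse gave 0.82 to 2.10 for Glycam1 and -1.06 to -0.40 for Itgam. The 8 adhesion clusters of Table 2 all had the listed direction, and 0 passed by limma, with 5 at an unadjusted p under 0.05 and 5 by LPE. Adjusted over the list alone 3 passed, which is not independent evidence for a list chosen on these arrays. Of 17 leukocyte adhesion genes, 0 changed by limma, over all clusters or adjusted over the list alone, 1 was higher and 2 lower at an unadjusted p under 0.05, and LPE called 2 higher and 2 lower, with a median of -0.03 (adjusted p = 0.91 from camera).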

In general, the expression of intercellular adhesion molecules is increased by inflammatory signals, which facilitates lymphocytes for higher adhesion and permeation into inflamed tissues. It has been shown that the glycam1 molecule is strongly expressed in inflammatory processes in order to modulate leukocyte trafficking [49]. Sialic acids present on the surface of all mammalian cells and play important roles in physiological and pathological processes, and their expression has been reported to decrease during immune cell activation [50]. Consistent with these findings, we also noted an up-regulation in the expression of *glycam1* and a loss of *siglece* in *Fra-1*^∆/∆^ mice when compared to *Fra-1*^*+/+*^*mice*.

We then analyzed the genes that are uniquely expressed in *Fra-1*^∆/∆^ (see Additional file 2: Table S2) or *Fra-1*^*+/+*^ mice (see Additional file 1: Table S1). *Fra-1*^∆/∆^ mice showed unique expression of genes that included major histocompatibility molecules such as histocompatibility 2, Q region locus 6 (*H2-Q6,* 2.35-fold), histocompatibility 2, T region locus 22 (*H2-T22,* 1.81-fold), histocompatibility 2, K1 region (*H2-K1,* 1.7-fold), laminin alpha 1 (*Lama 1,* 1.75-fold), and heparanase (*Hpse,* 1.98-fold). 

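The clusters listed as H2-T22 and H2-K1 carry several gene symbols, so these names are the paper's, and in *Fra-1*∆/∆ mice they rose with bleomycin by 0.78 (SE 0.15, adjusted p = 0.0048) and 0.55 (SE 0.12, adjusted p = 0.011). Hpse, an enzyme that cleaves heparan sulfate, had 0.68 (SE 0.23, adjusted p = 0.0686) and did not pass the test, but passed without KOT 80 (0.97) or WTC 157 (0.68). In *Fra-1*+/+ mice the cluster listed as H2-T22 rose by 0.57 (adjusted p = 0.0172), and the log2 fold changes of the cluster listed as H2-K1 and of Hpse were 0.19 (adjusted p = 0.321) and 0.57 (adjusted p = 0.1). The differences between the responses were 0.21 (adjusted p = 0.988), 0.36 (adjusted p = 0.963) and 0.11 (adjusted p = 0.997). Without KOC 53 (0.48), KOC 55 (0.48), KOT 72 (0.50) or KOT 81 (0.49) the cluster listed as H2-K1 no longer passed.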

*Fra-1*^*+/+*^ mice showed unique expression of mesothelin (*Msln,* 2.16-fold), neuron-glia-CAM-related cell adhesion molecule (*Nrcam,* 2.1-fold), and a disintegrin and metallopeptidase domain 12 (*Adam 12,* 2.1-fold). 

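Nrcam, a neuronal adhesion molecule, rose in *Fra-1*+/+ mice by 1.11 (SE 0.22, adjusted p = 0.00498), and the metalloprotease Adam12 by 0.88 (SE 0.16, adjusted p = 0.00287). Msln, a surface protein of mesothelial cells, had 0.80 (SE 0.30, adjusted p = 0.0846) and passed without WTC 76 (1.14) or KOC 67 (0.80). Log2 fold changes in *Fra-1*∆/∆ mice were 0.10 (adjusted p = 0.818), 0.30 (adjusted p = 0.236) and 0.24 (adjusted p = 0.672). The difference between the responses of Nrcam was -1.01 (unadjusted p = 0.00774, adjusted p = 0.868), and that of Adam12 -0.58 (adjusted p = 0.963).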

Heparanase is an endoglucuronidase that cleaves heparan sulfate (HS) chains, resulting in HS fragments of 10 to 20 sugar units [51]. Overexpression of heparanase has been reported in numerous tumors, where it regulates angiogenesis and metastasis [52]. Furthermore, the ADAM gene family is associated with proteolytic, cell-cell, and cell-matrix interaction-promoting activities. Several investigations have shown a functional role for ADAMS in collagen deposition in cells and in lungs in which the ADAM gene was knocked down, thus revealing the functional dysregulation of this gene family in the lung fibrosis [53-55]. Thus, an alteration in the expression of cell adhesion molecules may represent another potential mechanism by which more fibrosis can occur in *Fra-1*^∆/∆^ mice.

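Of 17 leukocyte adhesion genes, 4 rose and 2 fell (6 and 2 adjusted over the list alone) with bleomycin in *Fra-1*+/+ mice, and 4 rose and 1 fell (5 and 1 adjusted over the list alone) in *Fra-1*∆/∆ mice, with medians of 0.21 (adjusted p = 0.0891 from camera) and 0.20 (adjusted p = 0.115 from camera). Of 21 genes of cell-matrix and epithelial adhesion, 9 rose and 6 fell (10 and 7 adjusted over the list alone) in *Fra-1*+/+ mice, and 5 rose and 5 fell (6 and 5 adjusted over the list alone) in *Fra-1*∆/∆ mice. Their medians were 0.13 (adjusted p = 0.192 from camera) and -0.09 (adjusted p = 0.85 from camera), where the test pointed up in both genotypes. The responses differed by a median of 0.02 for the first list (adjusted p = 0.719 from camera), where the test pointed down, and of -0.07 for the second (adjusted p = 0.0811 from camera). Among the 25 adhesion clusters of Table S1, 18 passed in *Fra-1*+/+ and 9 in *Fra-1*∆/∆ mice, and among the 23 of Table S2, 18 passed in *Fra-1*∆/∆ and 12 in *Fra-1*+/+ mice, on lists chosen on these arrays that are not independent evidence. By limma 0 of them passed the test of a difference between responses, with 4 and 3 at an unadjusted p under 0.05.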

### Fra-1-regulated genes involved in programmed cell death

The process of programmed cell death is known to play a major role in maintaining many biological processes, and inappropriate apoptosis can lead to disease conditions, either because cells experience an inappropriately prolonged survival or they die prematurely [56,57]. Studies using genetic models have demonstrated both cooperative and antagonistic roles of AP-1 family of proteins in modulating cell death in response to a variety of pro-apoptotic stimuli. For example, *c*-*Jun*^*-/-*^ mouse embryonic fibroblasts (MEFs) and liver cells show increased levels of oxidative stress and apoptosis [58]. Likewise, c-Fos also participates in both pro- and anti-apoptotic activities. For example, *c-Fos*^-/-^ MEFs undergo apoptosis when cultured *in vitro* and also display an increased susceptibility to UV-induced cell death [59]. Overexpression of Fra-1 also inhibits proliferation, induces apoptosis, and reduces the tumorigenicity of c6 glioma cells [60]. Consistent with a role for Fra-1 in apoptosis, we recently found that mouse embryonic fibroblasts lacking Fra-1 show an increased resistance to oxidant-induced cell death [61]. Fra-1 appears to uniquely up-regulate some genes modulating apoptosis in *Fra-1*^*+/+*^ mice (see Additional file 1: Table S1), including paternally expressed 3 (*Peg3,* 2.55-fold), the tumor necrosis factor receptor superfamily, member 10b (*Tnfrsf10b,* 2.03-fold), AXL receptor tyrosine kinase (*Axl,* 1.73-fold), Eph receptor A2 (*Epha2,* 1.7-fold), zinc finger matrin type 3 (*Zmat 3,* 1.76-fold), solute carrier family 40 (iron-regulated transporter, member 1) (*Slc40a1,* 1.70-fold), and EGL nine homolog 3 (*Egln3,* 1.81-fold). Similarly, *Fra-1*^∆/∆^ mice showed (see Additional file 2: Table S2) up-regulation of glutamate-cysteine ligase, catalytic subunit (*GCLC,* 1.70-fold) and down-regulation of lectin, galactose binding, soluble 12 (*Lgals 12,* -1.78-fold), Eph receptor A7 (*Epha 7,* -1.72-fold), and arachidonate 12-lipoxygenase (*Alox12, -*1.69-fold). It has been reported that kaempferol exerts an anti-oxidative and anti-apoptotic effects in HEI-OC1 cells treated with cisplatin through enhancing GCLC expression [62]. 

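Zmat3, a target of p53, rose with bleomycin by 0.86 (SE 0.08, adjusted p = 1.5e-04) in *Fra-1*+/+ mice, and the death receptor Tnfrsf10b by 1.25 (SE 0.19, adjusted p = 0.0013). The receptor kinases Axl and Epha2 rose by 0.73 (adjusted p = 8.7e-04) and 0.73 (adjusted p = 0.00251). In *Fra-1*∆/∆ mice Zmat3, Axl and Epha2 rose as well, by 0.60 (adjusted p = 0.00138), 0.59 (adjusted p = 0.00326) and 0.54 (adjusted p = 0.0147), and Tnfrsf10b had 0.49 (adjusted p = 0.116). The imprinted gene Peg3 and the oxygen sensor Egln3 rose in *Fra-1*+/+ mice by 1.12 (SE 0.28, adjusted p = 0.0141) and 0.68 (SE 0.22, adjusted p = 0.0471), and had 0.05 (adjusted p = 0.932) and 0.01 (adjusted p = 0.99) in *Fra-1*∆/∆ mice. The responses differed by -0.77 (adjusted p = 0.933) for Tnfrsf10b and -1.07 (adjusted p = 0.933) for Peg3. All 13 cell death clusters of Table S1 had the listed direction in both genotypes, and 11 passed in *Fra-1*+/+ and 6 in *Fra-1*∆/∆ mice, on a list chosen on these arrays that is not independent evidence. Peg3 no longer passed without WTC 158 (1.03), WTT 161 (0.84) or WTT 164 (1.00). Egln3 no longer passed (0.49 to 0.68) when any 1 array except WTC 76 or WTT 160 was left out. It also lost the call with trended and robust moderation (0.68) and with cyclic loess (0.67). The iron exporter Slc40a1, at 0.54 (adjusted p = 0.133), passed without WTT 160 (0.86), and lay between 0.33 and 0.86 when 1 mouse was left out.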

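Lgals12, a galectin of fat cells, fell in *Fra-1*∆/∆ mice, with a log2 fold change of -0.84 (SE 0.15, adjusted p = 0.00335), as did the receptor kinase Epha7, at -0.62 (SE 0.14, adjusted p = 0.0119), and the lipoxygenase Alox12, at -0.85 (SE 0.21, adjusted p = 0.0164). In *Fra-1*+/+ mice Lgals12 and Epha7 fell as well, at -0.57 (adjusted p = 0.0168) and -0.43 (adjusted p = 0.049), and Alox12 had -0.47 (adjusted p = 0.134). The differences between the responses were -0.27 (adjusted p = 0.984), -0.19 (adjusted p = 0.988) and -0.39 (adjusted p = 0.983). The 19 cell death clusters of Table S2 all had the listed direction in both genotypes, and 15 passed in *Fra-1*∆/∆ and 13 in *Fra-1*+/+ mice, on a list chosen on these arrays that is not independent evidence. Epha7 no longer passed without KOC 53 (-0.58), KOT 72 (-0.56) or KOT 81 (-0.59), nor Alox12 without KOC 53 (-0.68), KOC 55 (-0.81) or KOT 81 (-0.64).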

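Gclc, the catalytic subunit of the enzyme that limits glutathione synthesis, rose with bleomycin in *Fra-1*∆/∆ mice by 0.76 (SE 0.15, adjusted p = 0.00562). In *Fra-1*+/+ mice its log2 fold change was 0.42 (SE 0.15, adjusted p = 0.0615). It passed there without WTT 161 (0.56), and lay between 0.26 and 0.56 when 1 mouse was left out. The responses differed by 0.34 (adjusted p = 0.963). KOT and WTT mice differed by 0.12 (adjusted p = 0.802), which reversed without WTT 161 (-0.02). Of 14 Nrf2 target genes, 5 rose and 2 fell (6 and 2 adjusted over the list alone) in *Fra-1*+/+ mice, and 5 rose and 2 fell (5 and 2 adjusted over the list alone) in *Fra-1*∆/∆ mice, with a median difference between responses of 0.01 (adjusted p = 0.896 from camera), where the test pointed down.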

Consistent with this observation, we found that *GCLC* was induced in *Fra-1*^∆/∆^ mice. Our gene expression results from *Fra-1*^∆/∆^ mice are therefore in good agreement with the observation that inappropriate apoptosis can lead to exaggerated lung fibrosis.

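Of 23 pro-apoptotic genes, 8 rose and 2 fell (8 and 3 adjusted over the list alone) with bleomycin in *Fra-1*+/+ mice, with a median of 0.22 (adjusted p = 0.0219 from camera, adjusted p = 0.272 with an estimated correlation). In *Fra-1*∆/∆ mice 4 rose and 2 fell (5 and 2 adjusted over the list alone), with a median of 0.05 (adjusted p = 0.201 from camera). Of 18 p53 target genes, 11 rose and 1 fell (12 and 1 adjusted over the list alone) in *Fra-1*+/+ and 10 rose and 0 fell (12 and 0 adjusted over the list alone) in *Fra-1*∆/∆ mice, with medians of 0.61 (adjusted p = 8.8e-09 from camera, adjusted p = 0.047 with an estimated correlation) and 0.54 (adjusted p = 7.4e-09 from camera, adjusted p = 0.0457 with an estimated correlation). Among 11 anti-apoptotic genes, 0 rose and 1 fell (0 and 0 adjusted over the list alone) in *Fra-1*+/+ mice, and by limma 0 changed in *Fra-1*∆/∆ mice, over all clusters or adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05 and 0 by LPE. The responses differed by a median of -0.07 for pro-apoptotic genes (adjusted p = 0.0494 from camera, adjusted p = 0.605 with an estimated correlation) and -0.07 for p53 targets (adjusted p = 0.178 from camera). The call of pro-apoptotic genes in *Fra-1*+/+ mice was lost without WTT 164 (adjusted p = 0.0512), and that of their difference without WTC 157 (0.119), WTT 161 (0.142), WTT 164 (0.178), KOC 55 (0.0887), KOC 67 (0.062), KOT 72 (0.078) or KOT 80 (0.13).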

### Validation of microarray data

Amongst several genes that were significantly affected by bleomycin, we randomly selected 17 genes according to the microarray results to confirm their differential expression by qRT-PCR. We confirmed that bleomycin treatment significantly induced the expression of *Il1a*, *Irf4*, *Reg3g,* and *Ccr4* and reduced the expression of *S100a8* in *Fra-1*^∆/∆^ mice when compared to similarly treated *Fra-1*^*+/+*^ mice (Table 3). These results confirmed the expression patterns of the microarrays. 

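On the arrays, Irf4, a transcription factor of lymphocytes, averaged 7.63 ± 0.21 (SD, n = 3 mice) in KOT and 6.55 ± 0.17 (SD, n = 3) in WTT, at 1.08 (SE 0.38, adjusted p = 0.369), with every KOT mouse above every WTT mouse. This SE is pooled over all groups, and Irf4 varied more with PBS, with SDs of 0.83 in KOC and 0.68 in WTC. So its failure to pass rests in part on mice outside the comparison. The 5 clusters of Table 3 all had the listed direction, and by limma 0 passed over all clusters, with 3 at an unadjusted p under 0.05 and 5 by LPE. Adjusted over the list alone 2 passed, which is not independent evidence for genes chosen on these arrays.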

Next, we analyzed the genes that were uniquely expressed in both genotypes. The results revealed that *Fbln2* expression was significantly higher in *Fra-1*^*+/+*^ mice treated with bleomycin than in the vehicle-treated control group (Table 4); however, there was no difference observed in *Fra-1*^∆/∆^ mice. Similarly, *Fra-1*^∆/∆^ mice treated with bleomycin also showed significantly increased expression of *Hpse*, *Gclc*, *Runx3, Xcl1,* and *Cxcl11* when compared to the vehicle-treated group, but no differences were observed with their wild-type counterparts. These results further confirmed the expression patterns of the microarrays. 

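On the arrays, Fbln2, a matrix glycoprotein, rose with bleomycin in *Fra-1*+/+ mice by 1.17 (SE 0.18, adjusted p = 0.00124) and had 0.25 (adjusted p = 0.4) in *Fra-1*∆/∆ mice, with a difference between responses of -0.92 (unadjusted p = 0.00343, adjusted p = 0.845). Runx3, a transcription factor of T cells, rose in *Fra-1*∆/∆ mice by 0.95 (SE 0.18, adjusted p = 0.00504) and in *Fra-1*+/+ mice by 0.72 (adjusted p = 0.0151), with a difference of 0.23 (adjusted p = 0.991). Of the 9 clusters that Table 4 gives for KOT against KOC, 8 passed in *Fra-1*∆/∆ mice and 2 in *Fra-1*+/+ mice, and of its 3 clusters for WTT against WTC, 3 passed in *Fra-1*+/+ mice and 1 in *Fra-1*∆/∆ mice. All of these had the same direction in both genotypes, on a list chosen on these arrays that is not independent evidence.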

According to the qRT-PCR results, there was a tendency for increased expression of *Ccr8* and *Ccl22* in the *Fra-1*^∆/∆^ mice treated with bleomycin as compared to the vehicle-treated mice, but the differences were not significant. Similarly, wild-type mice treated with bleomycin showed greater expression of *Col4a1* and *Tnfrsf10b* than did the vehicle controls. While these qRT-PCR results agree in general direction with the trends measured by microarray, the results did not reach statistical significance. Comparison of microarray and qRT-PCR results revealed discordance in 2 of the 17 genes selected. In the case of *Marco*, microarray analysis revealed no change in *Marco* expression in *Fra-1*^*+/+*^ mice but a significant increase in bleomycin-treated (3.08 ± 0.11) *Fra-1*^*+/+*^ mice when compared to vehicle-treated mice, as assayed by qRT-PCR. 

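On the arrays Marco, a scavenger receptor of macrophages, averaged 7.31 ± 0.22 (SD, n = 3 mice) in WTT and 6.70 ± 0.15 (SD, n = 3) in WTC. It rose with bleomycin by 0.61 (SE 0.17, adjusted p = 0.0277) in *Fra-1*+/+ mice and by 0.83 (SE 0.17, adjusted p = 0.00881) in *Fra-1*∆/∆ mice, and the responses differed by 0.22 (adjusted p = 0.995). Marco no longer passed in *Fra-1*+/+ mice without WTC 157 (0.55), WTC 158 (0.58), WTT 161 (0.62) or WTT 164 (0.50). Of 20 monocyte and macrophage genes, 14 rose and 0 fell (14 and 0 adjusted over the list alone) in *Fra-1*+/+ mice and 13 rose and 0 fell (15 and 0 adjusted over the list alone) in *Fra-1*∆/∆ mice. Their medians were 0.74 (adjusted p = 1.3e-07 from camera, adjusted p = 0.242 with an estimated correlation) and 0.72 (adjusted p = 1.3e-08 from camera, adjusted p = 0.279 with an estimated correlation), and the responses differed by a median of -0.15 (adjusted p = 0.491 from camera).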

In the second case, the microarray results showed no change in the expression of *Snai2* in *Fra-1*^*+/+*^ mice, but the real-time RT-PCR results indicated a significant decrease (0.37± 0.15) in expression in these mice. 

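Snai2, a repressor of epithelial genes, averaged 8.16 ± 0.39 (SD, n = 3 mice) in WTT and 8.59 ± 0.16 (SD, n = 3) in WTC on the arrays, a log2 fold change of -0.43 (SE 0.18, adjusted p = 0.122) with overlapping groups. In *Fra-1*∆/∆ mice it fell, at -0.81 (SE 0.18, adjusted p = 0.0113), and the responses differed by -0.39 (adjusted p = 0.968). Without KOC 53 (-0.74) or KOC 55 (-0.72) it no longer passed in *Fra-1*∆/∆ mice. Its value in *Fra-1*+/+ mice lay between -0.59 and -0.21 when 1 mouse was left out.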

The discordance in these two genes may be explained by the lower sensitivity of the microarrays.

**Table 3:** **Validation of differentially expressed genes induced by bleomycin in lung tissues from both *Fra-1***^***+/+ ***^**and *Fra-1***^**∆/∆ **^**mice**

**Affymetrix ID**	**Symbol**	**Gene title**	**Micro array**	**qRT-PCR**
			**KOT vs. WTT**	**KOT vs. WTT**
			**Fold change**	**Fold change**
10487588	Il1a	Interleukin 1 alpha	1.87	3.40 ± 1.68*
10404389	Irf4	Interferon regulatory factor 4 (TF)	2.06	3.29 ± 1.08*
10597420	Ccr4	C-C chemokine receptor type 4	1.78	1.68 ± 0.18*
10545569	Reg3g	Regenerating islet-derived 3 gamma	4.61	6.89 ± 0.86*
10493831	S100a8	S100 calcium binding protein A8	−2.63	-3.57±1.70*

Data are presented as mean ± SD (n=3-4). *P<0.05, WTT vs KOT after bleomycin treatment.

**Table 4:** **Validation of uniquely expressed genes induced by bleomycin in lung tissues from both *Fra-1***^***+/+ ***^**and *Fra-1***^**∆/∆ **^**mice**

**Affymetrix ID**	**Symbol**	**Gene title**	**Micro array**		**qRT-PCR**	
			**WTT vs. WTC**	**KOT vs. KOC**	**WTT vs. WTC**	**KOT vs. KOC**
			**Fold change**	**Fold change**	**Fold change**	**Fold change**
10540085	Fbln2	Fibulin 2	2.28	ND	2.35 ± 0.27*	ND
10531737	Hpse	Heparanase	ND	1.98	ND	1.57 ± 0.10*
10587266	Gclc	Glutamate-cysteine ligase, catalytic subunit	ND	1.70	ND	1.58 ± 0.27*
10509030	Runx3	Run related transcription factor 3	ND	2.02	ND	1.30 ± 0.14*
10359697	Xcl1	Chemokine (C motif) ligand 1	ND	2.15	ND	2.57 ± 0.48*
10531420	Cxcl11	Chemokine (C-X-C motif) ligand 11	ND	2.53	ND	4.72 ± 2.33*
10590242	Ccr8	Chemokine (C-C motif) receptor 8	ND	2.13	ND	1.58 ± 0.00^NS^
10574213	Ccl22	Macrophage-derived chemokine	ND	2.42	ND	1.73 ± 0.54^NS^
10576973	Col4a1	Collagen, type IV, alpha 1	1.96	ND	1.83 ± 1.08^NS^	ND
10416230	Tnfrsf10b	Tumor necrosis factor receptor superfamily, member 10b	2.03	ND	2.30 ± 1.09^NS^	ND
10357261	Marco	Macrophage receptor with collagenous structure	ND	2.03	3.08 ± 0.11*^†^	2.23 ± 0.21*
10433776	Snai2	Snail homolog 2 (Drosophila)	ND	-1.92	-2.23*^†^	-3.50 ± 1.95*

Data are presented as mean ± SD (n=3-4). *P<0.05, PBS vs bleomycin of same genotype. ^NS^ means non significant. ^†^ Result did not agree with microarray result.

### Analysis of selected microarray genes at different time points after bleomycin treatment

To identify the time course of gene induction by bleomycin, we analyzed samples at different time points for selected genes. All the genes that were used for microarray validation were also used for our analysis of temporal patterns of gene expression (Figure 1). The results revealed that most of the genes continued to show no significant differences between *Fra-1*^*+/+*^ and *Fra-1*^∆/∆^ at 7 and 14 days after bleomycin treatment. However, some of the genes were predominantly up-regulated (*Xcl1* and *S100a8*) or down-regulated (*Cxcl11* and *Ccl22*) in *Fra-1*^∆/∆^ mice only at 7 days following bleomycin treatment, when compared to the vehicle-treated control and *Fra-1*^*+/+*^ mice. We were further interested in the delayed response of some of the genes involved in lung fibrosis that did not exhibit significant differences in microarray results at 5 days (Figure 2). The results revealed a significant difference in the induction of C-C chemokines such as *Ccl2*, *Ccl3,* and *Ccl8* between *Fra-1*^*+/+*^ and *Fra-1*^∆/∆^ mice: *Fra-1*^∆/∆^ mice showed significantly elevated expression at 7 days following bleomycin treatment when compared to wild-type mice. Interestingly, excessive production of *Ccl2*, *Ccl3,* and *Ccl8* has been shown to aid the development of pulmonary fibrosis [63,64]. In addition to the up-regulation of *Ccl2*, *Ccl3*, and *Ccl8*, we observed a marked down-regulation of *Il10* and *Il33* in bleomycin-treated *Fra-1*^∆/∆^ mice. Previous studies have reported that *in vivo* IL-10 gene delivery before [65] and after bleomycin [66] administration suppresses the development of pulmonary fibrosis. Finally, fibroblast transdifferentiation has been shown to contribute to the pathology of pulmonary fibrosis. Therefore, we analyzed the expression of α-SMA, a marker for myofibroblasts. The results revealed that *Fra-1*^∆/∆^ mice treated with bleomycin had a significantly higher expression of α-SMA than did vehicle-treated control or *Fra-1*^*+/+*^ mice at 14 days. This result further supports the enhanced susceptibility of Fra-1-null mice to bleomycin-induced lung fibrosis.

**Figure 1:**
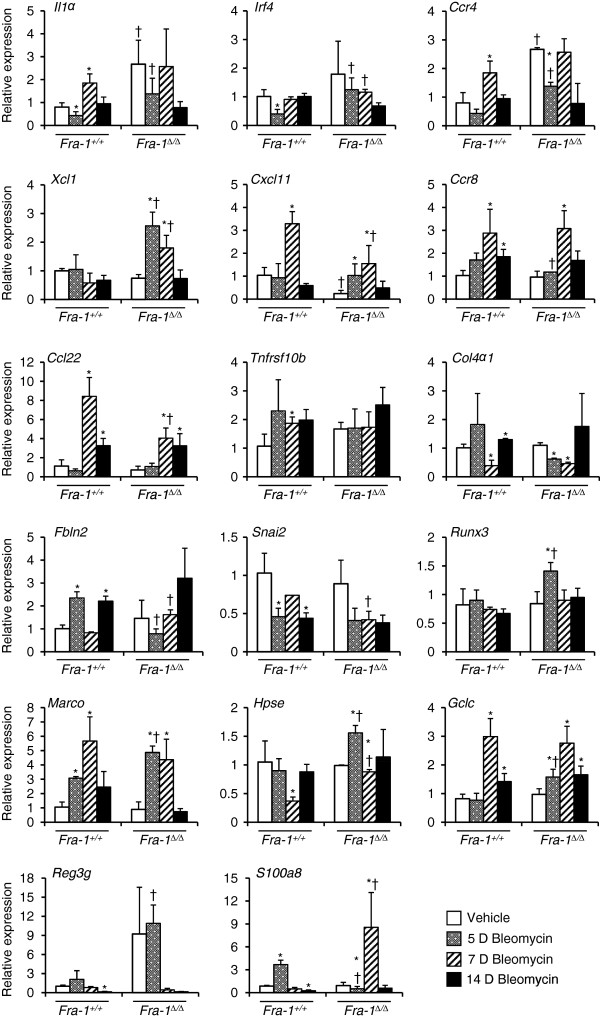
**Validation of the differences in mRNA expression between *Fra-1***^***+/+***^**and *Fra-1***^***Δ/Δ ***^**mice for selected microarray genes at different time points after bleomycin treatment.** Lung mRNA abundance was determined by quantitative real-time RT-PCR. The graphs represent the fold change over vehicle treated *Fra-1*^*+/+*^ controls after normalization with the expression of GAPDH. Results are mean ± SD for 3-4 mice in each group. ^*^p<0.05, PBS vs bleomycin; ^†^p<0.05, *Fra-1*^*Δ/Δ*^ vs *Fra-1*^*+/+*^ mice.

**Figure 2:**
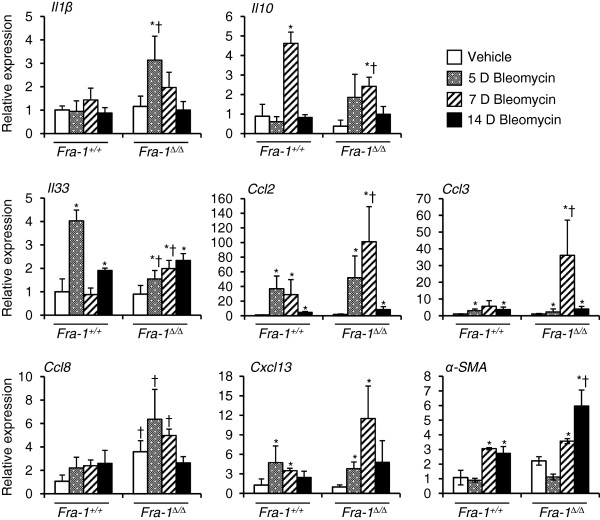
**Analysis of some gene expression between *Fra-1***^***+/+***^**and *Fra-1***^***Δ/Δ ***^**mice at different time points after bleomycin treatment.** Lung mRNA abundance was determined by quantitative real-time RT-PCR. The graphs represent the fold change over vehicle treated *Fra-1*^*+/+*^ controls after normalization with the expression of GAPDH. Results are mean ± SD for 3-4 mice in each group. ^*^p<0.05, PBS vs bleomycin; ^†^p<0.05, *Fra-1*^*Δ/Δ*^ vs *Fra-1*^*+/+*^ mice.

## Conclusion

The factors that contribute to the pathogenesis of pulmonary fibrosis include persistent inflammation, generation of pro-inflammatory, pro-fibrotic and angiogenic mediators, alveolar epithelial cell injury, fibroblast differentiation, and poor apoptotic activity of the myofibroblasts. These deregulated cellular processes eventually lead to excessive deposition of extracellular collagen and pathological fibrosis [48,67,68]. The present mRNA expression profiling analysis has revealed an important role for Fra-1 in regulating components of complex regulatory networks controlling the lung injury and fibrosis. We found that *Fra-1*^∆/∆^ mice displayed some of the factors that contribute to pulmonary fibrosis, such as increased expression of pro-inflammatory genes and decreased expression of genes involving in apoptotic process during bleomycin treatment. Thus, we propose that strategies enhancing Fra-1 functions may represent a promising approach to mitigate pulmonary fibrosis.

## Methods

### Mice

Conventional deletion of *Fra-1* is embryonic lethal due to extra-embryonic tissue defects [69]. The mice bearing *Fra-1* “floxed” allele [69] (hereafter referred as Fra-1^FF^ mice) were obtained from Erwin F. Wagner (Spanish National Cancer Research Centre, Madrid, Spain). These mice are maintained on a mixed (C57BL6/129) background. Meox2 (Sox2)-Cre transgenic mice (C57BL6/129), in which Cre expression specifically restricted in embryo but not in extra-embryonic tissues, were obtained from the Jackson Labs. Meox2 Cre mice were crossed to Fra-1^F/F^ mice [70], in order to obtain *Fra-1*^*F/F*^-Meox2-Cre mice as described earlier [12]. Fra-1F/F mice with and without Cre are hereafter referred to as *Fra-1*^∆/∆^ and *Fra-1*^*+/+*^ genotypes, respectively.

### Bleomycin treatment

Bleomycin (0.075U) (APP Pharmaceuticals, LLC, Schaumburg, IL, USA) diluted in 30 μL of PBS was intratracheally administered to mice (n=3) (10-14 weeks old) as described previously [71]. Mice treated with PBS (n=3) served as controls. All experiments were conducted under a protocol approved by the institutional animal care use committee of the University of Illinois at Chicago. At the end of 5 days treatment, the left lungs were frozen immediately in RNAlater (Ambion) for subsequent microarray and qRT-PCR analysis.

### RNA isolation and labeling

Total RNA was isolated from *Fra-1*^*+/+*^ and *Fra-1*^∆/∆^ mice administered with PBS and bleomycin using Qiagen RNeasy micro kit (Cat no. 74004). RNA concentration and purity was determined before gene expression profiling using the Affymetrix MoGene 1.0ST v1 Array (gene array) (Affymetrix, Inc., Santa Clara, California). The microarray labeling, hybridization and processing was performed at the University of Illinois Research Resource Center according to the manufacturer’s protocol. Microarray data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (Accession number: GSE43695).

### Microarray data analysis

The raw probe signal intensities were quantile normalized over all samples, summarized with the robust multi-array average (RMA) algorithm [72] and log2 transformed with a median polish, using the Affymetrix Power Tools. We considered a transcript cluster (gene-level) to be reliably expressed in a sample if the Affymetrix implemented DABG (detection above ground) p-value was less than 0.05. We used local-pooled-error (LPE) estimates and robust statistical tests [73] for evaluating significance of each gene’s differential expression in a comparison (e.g., wild-type vs. wild-type with bleomycin treatment). The LPE estimation was shown to be powerful and effective in case of a small number of replicate arrays [73]. False discovery rate (FDR) was controlled at 1% using the LPE library for the R Statistical Package [74].

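LPE pools the error of genes with a similar mean signal, so a gene that varies between mice can pass: Reg3g, between 8.33 and 12.30 in the WTC mice, had an LPE adjusted p of 2.9e-47 between KOC and WTC. With LPE rewritten from its description and an adjusted p under 0.01, 418 clusters passed between KOC and WTC and 165 between KOT and WTT. Of these 3 and 8 also passed by limma. With bleomycin, 1855 clusters passed in *Fra-1*+/+ mice, 1581 of them by limma as well, and 1891 in *Fra-1*∆/∆ mice, 1522 of them by limma as well. In simulated data LPE made 139 false calls between KOC and WTC and 140 between KOT and WTT, against 11 and 14 by limma. Of 50 clusters changed 2-fold LPE recovered 50 and 47, against 45 and 47 by limma. Of 50 changed 1.5-fold it recovered 9 and 10, against 34 and 39 by limma. The authors' filter on detection above background was not applied, as detection p-values were not used here.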

### Pathway analysis

We searched for any enriched pathways and biological processes among the differential genes in each comparison relative to the genes covered on the gene expression profiling platform using the NIH/DAVID (The Database for Annotation, Visualization and Integrated Discovery) [75]. Particularly, the following databases were interrogated: KEGG (Kyoto Encyclopedia of Genes and Genomes) [76] and GO (Gene Ontology) [77]. A minimum of 5 genes and the Benjamini corrected p-value less than 0.01 were used to call significantly enriched pathways or biological processes. There are distinct temporal phases during bleomycin-induced lung injury and fibrosis. To dissect the differential gene expression during bleomycin-induced initial lung injury, we have analyzed the gene expression profiles in *Fra-1*^*+/+*^ and *Fra-1*^∆/∆^ mice given PBS or bleomycin. We then compared the gene expression profiles in various categories: (1) differentially expressed genes in the lung tissue of *Fra-1*^∆/∆^ mice vs. *Fra-1*^*+/+*^ mice (Table 1), (2) differentially expressed genes induced by bleomycin in the lung tissue of *Fra-1*^*+/+*^ vs. *Fra-1*^∆/∆^ (Table 2), (3) unique gene expression induced by bleomycin in the lung tissue of *Fra-1*^*+/+*^ mice (see Additional file 1: Table S1), and (4) unique gene expression induced by bleomycin in the lung tissue of *Fra-1*^∆/∆^ mice (see Additional file 2: Table S2). The resulting gene lists were divided into several categories based on functional analysis in order to dissect Fra-1-dependent and -independent transcriptional programs.

### Validation of microarray analysis

Total RNA (1 μg) was reverse transcribed using qScript cDNA super mix (Quanta Biosciences, Inc. Cat no. 95048-100). qRT-PCR was performed using fluorogenic SYBR Green and detection system (Applied Biosystems). PCR was performed using primers listed in (Additional file 3: Table S3). For *Gclc*, *Marco* and *α-SMA*, TaqMan gene expression assays were purchased from Applied Biosystems (Foster City, CA). The cycle threshold (CT) values for each gene were normalized to that of GAPDH, and the relative value for PBS treated *Fra-1*^*+/+*^ was set as one arbitrary unit (AU). Values are shown as mean ± SD, with n=3-4 for each experimental condition. Student’s *T* test was used and p ≤ 0.05 was considered significant.

## Competing interests

The author’s declare that they have no competing interests.

## Authors’ contributions

SR and SPR were involved in the conception, delineation of hypotheses, and design of the study, as well as the analysis and interpretation of data. SR performed the experiments. NMR and WZ participated in bioinformatics analysis. SR and SPR wrote the manuscript. All the authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Several unique genes expression induced by bleomycin in lung tissues of *Fra-1*^*+/+*^ mice. Click here for file

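Table S1 lists 143 clusters in categories, from cytokines to transcription, with the fold change of WTT against WTC. All 143 had the listed direction in *Fra-1*+/+ mice, with a median log2 fold change along it of 0.71, and 113 passed the test by limma, 100 by LPE and 137 adjusted over the list alone, which is not independent evidence for a list chosen on these arrays. In *Fra-1*∆/∆ mice 138 had the same direction, with a median along it of 0.39, and 52 passed. Col6a1 and Col15a1, for example, rose by 0.73 (adjusted p = 2.6e-04) and 0.77 (adjusted p = 4.8e-04) in *Fra-1*+/+ mice and by 0.40 (adjusted p = 0.00649) and 0.52 (adjusted p = 0.0045) in *Fra-1*∆/∆ mice. By limma 0 of the clusters passed the test of a difference between the responses, and 33 had an unadjusted p under 0.05.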

Additional file 2: Table S2 Several unique genes expression induced by bleomycin in lung tissues of *Fra-1*^∆/∆^ mice. Click here for file

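Table S2 lists 157 clusters with the fold change of KOT against KOC, in the same categories. In *Fra-1*∆/∆ mice 156 had the listed direction, with a median log2 fold change along it of 0.64, and 118 passed the test by limma, 118 by LPE and 144 adjusted over the list alone, which is not independent evidence for a list chosen on these arrays. The exception in direction was Tekt2, a filament protein of cilia, at -0.56 (SE 0.14, adjusted p = 0.0229). In *Fra-1*+/+ mice 148 had the same direction, with a median along it of 0.47, and 82 passed. By limma 0 of the clusters passed the test of a difference between the responses, and 16 had an unadjusted p under 0.05. The 118 became 65 without KOC 53, 68 without KOC 55 or KOT 72 and 70 without KOT 81.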

Additional file 3: Table S3 Sequences of sybr green mouse primers used for qRT-PCR. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

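Gene expression was measured in the left lung of 12 mice on Affymetrix MoGene 1.0ST v1 arrays, 1 array per mouse, 5 days after PBS or bleomycin (0.075 U in 30 µL). The 4 groups of 3 mice were PBS-treated *Fra-1*+/+ (WTC), bleomycin-treated *Fra-1*+/+ (WTT), PBS-treated *Fra-1*∆/∆ (KOC) and bleomycin-treated *Fra-1*∆/∆ mice (KOT). The authors normalized the probe signals by quantiles over all samples, summarized them per transcript cluster by RMA with median polish in Affymetrix Power Tools, whose version is not given in the paper, and deposited the values on the log2 scale. The 35556 clusters lay between 2.32 and 14.67, with medians per array between 7.14 and 7.22 and a mean correlation with the other arrays of the same group between 0.990 and 0.994. No further normalization was applied. All 12 arrays were used, and groups were taken from the labels alone. The labels give female mice of 2 months where the paper gives 10-14 weeks, and 12 of 12 arrays did not match the sex in their labels. RT-qPCR and histology of the paper are not analysed here.

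Clusters were named by the probe table, in which 21789 carry 1 gene symbol, 725 carry 2, 896 carry 3 or more and 12146 carry none. The 23410 clusters with a symbol were tested. Genes are named from clusters with 1 symbol, and clusters with several symbols or none are named only where the paper lists them, under its name. Clusters of the paper's tables without a symbol take their values from a fit to all 35556 clusters. The genome build behind the arrays' annotation is not stated in the files, so no coordinates are given, and the gene table of the mouse reference served only for names and neighbours.

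A linear model with a mean for each group, leaving 8 residual degrees of freedom, was fitted to all 12 arrays with limma 3.58.1 (statmod 1.5.0) in R 4.3.3, with moderated variances. The SE of a comparison therefore also holds the spread of the groups outside it. The comparisons were KOC against WTC, KOT against WTT, WTT against WTC, KOT against KOC, and the difference between the responses to bleomycin (KOT minus KOC) minus (WTT minus WTC). A cluster passed at a Benjamini-Hochberg adjusted p under 0.05 over the 23410 clusters, and all p are two-sided. Beside it stands the local-pooled-error test (LPE) of the paper's methods, written anew in R with 100 intensity bins, a smoothing spline of 10 degrees of freedom and an adjusted p under 0.01, which compares medians. With 3 mice against 3 the smallest exact two-sided p is 0.1, so tests of single genes rest on the variances that limma pools over clusters. For 42 gene lists of cell type markers, pathways and controls, camera in limma compared each list with all other clusters at a correlation of 0.01, with p adjusted over the lists, and estimated correlations, ranks and fry were run beside it. Unlike camera, fry tests a list against no change. A call adjusted over the list alone corrects for the members of that list only. The number of arrays limits the precision.

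The genes named were set by a rule. It takes every gene that the paper's Results name for a comparison, at the cluster of its tables, then the 10 clusters with the largest absolute log2 fold change among those past the threshold whose groups do not overlap and the 5 largest in each direction. It adds up to 4 members of each gene list with the smallest p, Fosl1 in every mouse, Col1a1, Col1a2, Col3a1 and Tgfb1, and the genes of the RT-qPCR tables. The rule, the lists and the alternatives were set before the data were examined, but the values in the paper's tables had been seen. Clusters of the paper's tables were compared as listed, at 404 entries for 351 clusters, of which 1 entry is not reported here. The filter of the authors on detection above background (p under 0.05) was not used here.

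The method was tested on simulated data with 200 changed clusters in each comparison. At 2-fold it recovered 90.0% of changed clusters for KOC against WTC, 94.0% for KOT against WTT, 90.0% for WTT against WTC, 88.0% for KOT against KOC and 68.0% for the difference between responses, with 11, 14, 6, 7 and 6 false calls among unchanged clusters. The median SE over all clusters was 0.10 between groups and 0.14 for the difference between responses. These shares do not apply to genes that vary more. In the same 4 comparisons of groups LPE made 139, 140, 138 and 119 false calls. A list shifted by 0.5 was found by camera in each of the 5 comparisons, with 0 other lists called. In the measured data the estimated correlation reached 0.88 for the B cell list, against the 0.01 set for camera. So the simulation does not show how often camera falsely calls lists as correlated as this. The alternatives were LPE, an adjusted p under 0.01, medians in place of means, only the 6 arrays of a comparison, array weights, trended and robust moderation, cyclic loess, equal array medians, clusters with a group mean of at least 6, all clusters of the array, a term for low and high animal numbers in the labels, the other tests of lists, and leaving out each mouse in turn. For the number of passing clusters, splits of the same arrays into other groups were counted, 10 for each comparison of 3 mice with 3, and 100 drawn relabelings of genotype within treatment for the difference between responses.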

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

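The tests on the MHC class II list, on mice nearer to the other genotype, on the data without KOT 80 and on B cell and related medians without 1 mouse were chosen only after the result was seen, and the other tests before.

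H2-Ea, which the paper does not discuss, was higher in KOC than in WTC by 5.71 and in KOT than in WTT by 6.10 on the log2 scale, between 11.34 and 11.80 in the *Fra-1*∆/∆ and between 5.20 and 6.01 in the *Fra-1*+/+ mice. Of the 100 genes nearest to it, 18.0% had an unadjusted p under 0.05 for genotype, against 14.7% of all placed genes and a 95th percentile of 23.0% over windows of 100 genes, which argues against a strain variant that alters expression across the region. The 8 other MHC class II genes had a median of 0.17 for genotype, which argues against more antigen-presenting cells, and 0 of 12 mice had an H2-Ea value nearer to the mean of the other genotype, so the difference does not rest on a single mouse. A variant confined to H2-Ea stays open, since the paper gives a mixed C57BL6/129 background and the gene table lists H2-Ea as a transcribed pseudogene in its reference strain. With bleomycin H2-Ea had log2 fold changes of -0.23 in *Fra-1*+/+ and 0.16 in *Fra-1*∆/∆ mice, small beside the gap between genotypes. An effect of Fra-1 on H2-Ea also stays open, but this design cannot separate it from a variant carried with the genotype. Whether such variants add to other differences between the genotypes was not tested.

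B cell genes had a median log2 fold change with bleomycin of -0.90 in *Fra-1*+/+ mice and of -0.25 in *Fra-1*∆/∆ mice, and the median over the genes of the difference between responses, 0.86, held in camera but not with an estimated correlation (adjusted p = 0.605). The T cell median lay above the B cell median by 0.83 in WTT against WTC, which argues against less lymphoid tissue in the WTT samples as the whole cause. The mean of the endothelial, alveolar type 1 and alveolar type 2 medians lay above the B cell median by 0.29, between the bounds set for and against a dilution of resident cells, so it stays open. Among the PBS mice WTC 76 and KOC 67 stood apart, with Cr2 at 8.46 and 8.34 against 6.44 to 7.00 in the other 4, and without WTC 76 the B cell median in *Fra-1*+/+ mice was -0.60, beside -0.52, -0.80 and -0.59 for these resident cells, and that of the difference between responses 0.47. More lymphoid tissue in single PBS samples thus stays open as a part of the pattern, as does a different response of B cells without Fra-1, which was not tested beyond these lists.

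Genes listed as unique to *Fra-1*+/+ mice had a median ratio of the log2 fold change in *Fra-1*∆/∆ to that in *Fra-1*+/+ mice of 0.55, against 0.53 (0.50 to 0.56) in simulated data with alike responses selected by a 1.5-fold limit in 1 genotype. For genes listed as unique to *Fra-1*∆/∆ mice the ratio of the *Fra-1*+/+ to the *Fra-1*∆/∆ response was 0.71, against 0.52 (0.51 to 0.55) in the simulation. The first ratio lies within the simulated range and could come from responses alike in both genotypes that fell on either side of a threshold. The paper, though, tested its genes by LPE at a false discovery rate of 0.01 and sorted them by function. Its selection thus differs from the 1.5-fold limit of the simulation, so the match is not like for like. Both ratios met the bound set beforehand for the explanation by alike responses. The second lies above the simulated range, though, so the simulation does not describe it and this explanation stays open there. Without KOT 80, whose response slope of 0.52 was the lowest of the 6 bleomycin-treated mice, the first ratio was 0.62, or 1.12 times as high, so a weak response of this mouse is neither shown nor excluded as a part of it. A true difference between genotypes in single genes stays open, since 26.0% of 1.5-fold differences in response were recovered in simulated data.

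Between KOC and WTC, 2 more genes that the paper does not discuss passed, Abca17 (1.41) and Tmem252 (0.90), and Tmem252 no longer passed without WTC 157 (0.89) or against WTC 76 alone (0.78). Between KOT and WTT they were at -0.05, or 0.00 without WTT 160, and -0.07. Between KOT and WTT, Lum (0.95), Meig1 (0.80) and Glcci1 (0.53) passed. Lum and Glcci1 no longer passed without WTC 157, KOC 55 or any 1 of the WTT or KOT mice, at 0.87 to 1.04 and 0.49 to 0.56, nor did Meig1 without KOT 72 (0.81) or KOT 80 (0.74). The response to bleomycin differed between the genotypes by camera for 14 lists, of which 0 held with an estimated correlation and 0 passed by fry. Their median differences (KOT minus KOC, minus WTT minus WTC) were 0.34 for interferon-gamma-induced GTPases, 0.17 for MHC class I, 0.39 for MHC class II, 0.86 for B cells, 0.44 for plasma cells, 0.38 for T cells and -0.80 for neutrophils. For secretory airway cells the difference was 0.39, for ciliated airway cells 0.32, for collagens and matrix -0.34, for TGF-β response and myofibroblasts -0.18, for pro-apoptotic genes -0.07, for circadian clock genes 0.38 and for cardiac muscle 0.57. Single mice ended some of these calls, with an adjusted p of 0.145 for circadian clock genes without KOC 55, and of 0.28 and 0.0591 for secretory airway cells without WTC 76 and KOC 53. Without KOT 81 the adjusted p was 0.178 for the GTPases and 0.308 for MHC class I, and neutrophils had 0.174 without WTT 164 and 0.0702 without KOT 80. MHC class I also lost its call without WTC 76 (0.081), WTC 158 (0.124), WTT 161 (0.132), KOC 53 (0.108) or KOT 72 (0.154), and pro-apoptotic genes without WTC 157 (0.119), WTT 161 (0.142), WTT 164 (0.178), KOC 55 (0.0887), KOC 67 (0.062), KOT 72 (0.078) or KOT 80 (0.13).

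Of the 10 splits of 6 arrays, which are too few for a share under 0.05, 1 gave at least as many passing clusters as KOC against WTC, with 3 in the real split and 1 as the highest of the others. For KOT against WTT 2 splits did, with 10 in the real split and 39 in the highest other. That split sets WTT 160, WTT 161 and KOT 80 against the remaining mice. A split across genotypes thus gave more calls than genotype, for a cause that was not tested. For WTT against WTC 1 split did, with 5027 and 32, and for KOT against KOC 1 did, with 3604 and 0. For the difference between responses, 100 of 100 relabelings gave at least as many as the real 0, as they must with a count of 0, and the highest other gave 8, so the relabelings decide nothing about chance.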

How the results depend on the processing

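All alternatives were set before the data were examined, and no test was chosen after the result was seen. The number of arrays limits what can be called, and leaving out 1 mouse leaves groups whose spread is pooled with the others. Without dim clusters the counts stayed at 3 for KOC against WTC, 10 for KOT against WTT and 0 for the difference between responses. They were 5304 for WTT against WTC and 3887 for KOT against KOC. The cause of the changes below was not tested, except that a stricter threshold lowers a count by construction. A term for animal number rests on WTC 76, the 1 *Fra-1*+/+ mouse with a low number. It sets KOC against WTC 76 alone, leaves WTC 76 out of WTT against WTC, and moves KOT against WTT by the gap between WTC 76 and the other WTC mice, so that its values for KOT against WTT say nothing about the bleomycin-treated mice.

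With LPE the counts of passing clusters were 418 for KOC against WTC, 165 for KOT against WTT, 1855 for WTT against WTC and 1891 for KOT against KOC, and 20 in Table 1 and 42 in Table 2. With only the 6 arrays compared they were 1 for KOC against WTC and 23 for KOT against WTT. At an adjusted p under 0.01 they were 1 for KOT against WTT, 2363 for WTT against WTC, 1574 for KOT against KOC and 61 in Table S2. Array weights gave 24 for KOT against WTT (21 higher and 3 lower) and 7118 for KOT against KOC, and for KOT against WTT trended and robust moderation gave 3, all clusters of the array 6 and the term for animal number 1, with 1 for the difference between responses. Gene lists past the threshold with an estimated correlation numbered 0 for KOC against WTC, 0 for KOT against WTT, 1 for WTT against WTC, 1 for KOT against KOC and 0 for the difference between responses, and by fry 0, 0, 26, 22 and 0. Without 1 mouse the counts ranged from 2 (WTC 157) to 19 (KOC 67) for KOC against WTC, 1 (KOT 72) to 16 (KOC 67) for KOT against WTT, 3304 (WTC 157) to 5211 for WTT against WTC, 1854 (KOT 81) to 3945 for KOT against KOC and 0 to 3 (KOC 67) for the difference between responses. In the same way lists ranged from 2 (WTC 158) to 13 (KOC 53) for KOC against WTC and 12 to 22 (KOT 80) for the difference between responses, Table 1 from 1 to 3 (KOC 67), Table 2 from 0 to 1 (WTC 76) and Table S2 from 65 (KOC 53) to 125.

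With the term for animal number, log2 fold changes between KOC and WTC reversed for Cxcl13 (-1.26), Reg3g (-1.25), Saa3 (-0.09), Fosl1 (0.12), Col1a1 (-0.02) and Ccr4 (-0.56). Between KOT and WTT they reversed for Il1a (-0.41), Il2ra (-0.24), Il2rb (-0.15), Ccl8 (-1.11), Cxcl10 (-0.46), Ighm (-0.15), Cd4 (-0.56), Reg3g (-2.17), Glycam1 (-3.05), Irf4 (-0.10), Ccr4 (-0.26), Abca17 (0.51), Ccl22 (-0.16), Snai2 (0.26) and Gclc (-0.01), and Ccr4 in WTT against WTC (0.21). With medians, Col1a1 reversed between KOC and WTC (-0.00), Il6 (1.16) and Marco (0.10) between KOT and WTT, and Ccr4 in WTT against WTC (0.06). With cyclic loess, Tgfb1 (-0.02) and Meig1 (-0.03) reversed between KOC and WTC, and Abca17 (0.01), Bmp2 (0.03) and Marco (0.00) between KOT and WTT, and with array weights Ctse (0.52) and Bmp2 (0.02) between KOT and WTT. Without 1 mouse, values between KOC and WTC ranged for Cxcl13 from -0.10 to 1.35, Col1a1 from -0.05 to 0.20, Tgfb1 from -0.03 to 0.09, Meig1 from -0.04 to 0.06, Il6 from -0.09 to 0.28 and Ccr4 from -0.08 to 0.63. Between KOT and WTT they ranged for Il6 from -1.07 to 0.89, Cxcl10 from -0.16 to 1.03, Ctse from -1.15 to 0.14, Abca17 from -0.10 to 0.00, Bmp2 from -0.17 to 0.08, Bmp3 from -0.04 to 0.31, Marco from -0.15 to 0.11, Snai2 from -0.23 to 0.16 and Gclc from -0.02 to 0.28, and Ccr4 in WTT against WTC from -0.50 to 0.21.

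With the term for animal number, Serpina1b (2.39) and Tmem252 (0.78) between KOC and WTC and Lum (0.55), Meig1 (0.90) and Glcci1 (0.57) between KOT and WTT lost the call, as did Lum with trended and robust moderation (0.95) and Glcci1 with equal array medians (0.50). Equal array medians reversed 0 of the named genes. With them Tgfb1 in KOT against KOC lost the call (0.30), and Gclc in WTT against WTC gained it (0.44). With array weights, Jchain (4.09) and Saa4 (1.44) gained the call between KOT and WTT. In WTT against WTC array weights gave it to Il1f9 (1.52), Cxcl2 (2.66), Slc40a1 (0.67) and Bmp2 (-0.34). In KOT against KOC they gave it to Ccl19 (1.12), Ccrl2 (-0.76), Hpse (0.89), Il6 (2.21) and Lum (0.36). Of 30 named genes between KOC and WTC, 28 under cyclic loess and 22 with the term for animal number had the same direction and side of the threshold, of 44 between KOT and WTT 41 and 26, of 63 in WTT against WTC 62 and 57, and of 51 in KOT against KOC 50 and 51. Of the lists that camera called, 0 of 4, 2 of 19, 0 of 27, 3 of 25 and 1 of 14 lost the call with ranks, for KOC against WTC, KOT against WTT, WTT against WTC, KOT against KOC and the difference between responses. H2-Ea kept its direction and passed in both comparisons of genotype without any 1 array.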

Differences from the paper's values

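No test was chosen after the result was seen, and the alternatives set before the data were examined are medians, cyclic loess and equal array medians for the fold changes and LPE for the calls. Of 404 entries in the paper's tables, 386 of the paper's folds lie within 0.06 of the ratio of the medians of the deposited values and 87 of the ratio of the means, and of the 403 entries reported 8 differ from the values here on the means, where an entry differs if its sign differs or its log2 value lies further from the value here than the larger SD of its groups. By the same rule 6 entries differ with medians, 11 with cyclic loess and 21 with equal array medians. Of these, 5, 7 and 8 are among the 8 that differ on the means, and only those 8 are followed below.

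For Serpina1b between KOC and WTC the paper's fold is 4.61 and the value here 6.23, and medians (4.62) do not differ from it while cyclic loess (6.65) and equal medians (6.43) do. For Il6 between KOT and WTT the paper's fold is 2.23 and the value here -1.30, and medians (2.24) do not differ while cyclic loess (-1.24) and equal medians (-1.30) do. For Marco in KOT against KOC the paper's fold in Table S2 is 2.23 and the value here 1.77, and medians (2.03) do not differ while cyclic loess (1.75) and equal medians (1.72) do. The paper's fold in Table 4 is 2.03. For Adamts15 in KOT against KOC the paper's fold is 1.64 and the value here 1.35, and cyclic loess (1.36) does not differ while medians (1.28) and equal medians (1.31) do. For 4 genes every alternative differs as well: Itgb4 in WTT against WTC (paper's fold 1.53, here 1.35), and in KOT against KOC Adamts14 (paper's 1.6, here 1.30), Tekt2 (paper's 1.58, here -1.47) and Prkcq (paper's -1.53, here -1.11).

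The paper names genes as differing between the genotypes that did not pass here by limma. By RT-qPCR, which is not analysed here, the paper reports Ccr4, Irf4, Il1a and Reg3g as higher and S100a8 as lower in KOT than in WTT. Of 24 clusters in its Table 1, 1 passed by limma and 20 by LPE, and all 24 had its direction, and of 51 in its Table 2, 0 passed by limma, 50 had its direction on means and 51 on medians, and by LPE 41 passed with its direction on means and 42 on medians. The paper's text gives Ccl22 and Ccr4 as higher in KOT than in WTT, with folds that its Table S2 gives for KOT against KOC. For Ccr4 its RT-qPCR table also lists an array fold for KOT against WTT. Between KOT and WTT the log2 fold changes here were 0.46 (adjusted p = 0.484) for Ccl22 and 0.92 (adjusted p = 0.381) for Ccr4. At an adjusted p under 0.01 LPE calls Ccr4 (0.0038) and not Ccl22 (0.014). The paper reports no differences in type I or type III collagen and no altered TGF-β1 expression in either genotype at 5 days. Here Col1a1 rose by 1.45 in *Fra-1*+/+ and 0.99 in *Fra-1*∆/∆ mice, Col3a1 by 1.48 and 0.92 and Tgfb1 by 0.45 and 0.32, though 0 of these passed between KOT and WTT by limma, with an unadjusted p under 0.05 for Col1a1, and LPE did not call Tgfb1 in *Fra-1*+/+ mice (0.172). The paper states that Marco did not change on the arrays in *Fra-1*+/+ mice, where it rose here by 0.61 (adjusted p = 0.0277), and LPE (0.0178) does not call it. Without WTC 157 (0.55), WTC 158 (0.58), WTT 161 (0.62) or WTT 164 (0.50) it no longer passed by limma. Table S1 lists 143 and Table S2 157 clusters as unique to 1 genotype, and by limma 52 of the former also passed in *Fra-1*∆/∆ and 82 of the latter also in *Fra-1*+/+ mice, among them Lama1, C4b, Col4a1, Axl, Epha2, Zmat3, Il1rl2 and Csf2ra (Csf2ra not in *Fra-1*+/+ mice without WTT 161, at 0.65). The test of a difference between responses passed for 0 of them by limma, with 33 and 16 at an unadjusted p under 0.05. In the paper's Table S2 the clusters given as Bmp2 and Bmp3 carry each other's symbol in the probe table.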

Other observations

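No test in this part was chosen after the result was seen. Of 24 cell cycle genes, 20 rose and 0 fell (23 and 0 adjusted over the list alone) with bleomycin in *Fra-1*+/+ mice, with a median of 0.78 (adjusted p = 1.0e-10, and 0.329 with an estimated correlation), and 24 rose and 0 fell (24 and 0 adjusted over the list alone) in *Fra-1*∆/∆ mice, with a median of 0.83 (adjusted p = 2.3e-13, and 0.28 with an estimated correlation). Of 29 interferon-stimulated genes, 24 rose and 0 fell (28 and 0 adjusted over the list alone) in *Fra-1*+/+ mice, with a median of 1.17 (adjusted p = 5.3e-13, and 0.329 with an estimated correlation), and 28 rose and 0 fell (29 and 0 adjusted over the list alone) in *Fra-1*∆/∆ mice, with a median of 1.39 (adjusted p = 9.5e-18, and 0.28 with an estimated correlation). Of 11 alveolar type 1 markers, 0 rose and 9 fell (0 and 10 adjusted over the list alone) in *Fra-1*+/+ mice and 0 rose and 9 fell (0 and 9 adjusted over the list alone) in *Fra-1*∆/∆ mice, with medians of -0.76 (adjusted p = 8.1e-08, and 0.263 with an estimated correlation) and -0.62 (adjusted p = 1.2e-07, and 0.28 with an estimated correlation). Of 18 endothelial markers, 0 rose and 14 fell (1 and 16 adjusted over the list alone) in *Fra-1*+/+ and 0 rose and 15 fell (1 and 16 adjusted over the list alone) in *Fra-1*∆/∆ mice, with medians of -0.47 (adjusted p = 4.4e-07, and 0.272 with an estimated correlation) and -0.62 (adjusted p = 8.2e-10, and 0.279 with an estimated correlation). The differences between responses had medians of 0.03 for cell cycle (adjusted p = 0.654, and 0.938 with an estimated correlation), 0.15 for interferon-stimulated genes (adjusted p = 0.107, and 0.835 with an estimated correlation), 0.09 for alveolar type 1 (adjusted p = 0.256, and 0.814 with an estimated correlation) and -0.10 for endothelial markers (adjusted p = 0.145, and 0.738 with an estimated correlation).

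The first principal component of the 12 arrays held 51.5% of the variance. Along the mean response of the other genotype, the response of each bleomycin-treated mouse had a slope of 0.77 for WTT 160, 1.01 for WTT 161, 1.07 for WTT 164, 0.80 for KOT 72, 0.52 for KOT 80 and 0.90 for KOT 81. With both treatments together, 8 clusters were higher in the 6 *Fra-1*∆/∆ than in the 6 *Fra-1*+/+ mice by limma and 0 were lower, with 3537 at an unadjusted p under 0.05. P2ry14 (0.38, adjusted p = 0.0417) was among them.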
